# Regulation of myeloid cells by activated T cells determines the efficacy of PD-1 blockade

**DOI:** 10.1080/2162402X.2016.1232222

**Published:** 2016-09-09

**Authors:** Nina Eissler, Yumeng Mao, David Brodin, Philippa Reuterswärd, Helene Andersson Svahn, John Inge Johnsen, Rolf Kiessling, Per Kogner

**Keywords:** Colony stimulating factor 1 receptor (CSF-1R) inhibition, myeloid cell repolarization, neuroblastoma, PD-1 checkpoint blockade, purinergic enzymes

## Abstract

Removal of immuno-suppression has been reported to enhance antitumor immunity primed by checkpoint inhibitors. Although PD-1 blockade failed to control tumor growth in a transgenic murine neuroblastoma model, concurrent inhibition of colony stimulating factor 1 receptor (CSF-1R) by BLZ945 reprogrammed suppressive myeloid cells and significantly enhanced therapeutic effects. Microarray analysis of tumor tissues identified a significant increase of T-cell infiltration guided by myeloid cell-derived chemokines CXCL9, 10, and 11. Blocking the responsible chemokine receptor CXCR3 hampered T-cell infiltration and reduced antitumor efficacy of the combination therapy. Multivariate analysis of 59 immune-cell parameters in tumors and spleens detected the correlation between PD-L1-expressing myeloid cells and tumor burden. *In vitro*, anti-PD-1 antibody Nivolumab in combination with BLZ945 increased the activation of primary human T and NK cells. Importantly, we revealed a previously uncharacterized pathway, in which T cells secreted M-CSF upon PD-1 blockade, leading to enhanced suppressive capacity of monocytes by upregulation of PD-L1 and purinergic enzymes. In multiple datasets of neuroblastoma patients, gene expression of *CD73* correlated strongly with myeloid cell markers *CD163* and *CSF-1R* in neuroblastoma tumors, and associated with worse survival in high-risk patients. Altogether, our data reveal the dual role of activated T cells on myeloid cell functions and provide a rationale for the combination therapy of anti-PD-1 antibody with CSF-1R inhibitor.

## Abbreviations

A2A receptor: adenosine A2A receptor
ATP: adenosine triphosphate
CD: cluster of differentiation
cDNA: copyDNA
CFSE: carboxyfluorescein succinimidyl ester
COX-2: cyclooxygenase-2
CSF-1R: colony stimulating factor 1 receptor
CTLA-4: cytotoxic T-lymphocyte-associated protein 4
cvSE: coefficient scores and cross-validation standard errors
CXCL9: 10, and 11, chemokine (C-X-C motif) ligands 9, 10, and 11
CXCR3: C-X-C motif chemokine receptor 3
DC: dendritic cell
DNA: deoxyribonucleic acid
FACS: fluorescence activated cell sorting
IDO: indoleamine-2,3-dioxygenase
IFN: interferon
IL: interleukin
Lym-med: supernatants conditioned by activated lymphocytes
mAB: monoclonal antibody
M-CSF: macrophage colony-stimulation factor
MDSC: myeloid-derived suppressor cells
MLR: mixed lymphocyte reaction
NK cells: natural killer cells
OPLS-DA: orthogonal partial least squares discriminant analysis
PBMC: peripheral blood mononuclear cells
PBS: phosphate buffered saline
PCA: principle component analysis
PD-1: programmed cell death protein 1
PD-L1: programmed death-ligand 1
P2X7: P2X purinoceptor 7
RNA: ribonucleic acid
TAM: tumor-associated macrophage
TNF: tumor necrosis factor
VIP: variable importance scores

## Introduction

Immune checkpoint molecules are key rate-limiting pathways in controlling antigen presentation and T-cell activation.^1^ Blocking antibodies for this pathway, such as anti-CTLA-4 or anti-PD-1 mAb, lead to remarkable outcome in advanced stages of diseases and achieve response rates of up to 30% in metastatic melanoma patients that have failed standard treatments.^2,3^ However, solid tumors have the capacity to create a hostile environment that suppresses effector immune cell responses and supports growth and metastasis of tumor cells.^4^ In human cancers, the systemic and local accumulation of suppressive myeloid cells, such as myeloid-derived suppressor cells (MDSCs) or tumor-associated macrophages (TAMs) are documented to pose major challenges for the establishment of long-lasting antitumor immunity after these novel therapies.^5-7^

Several approaches targeting immuno-suppressive mechanisms are currently under evaluation in combination with checkpoint blockade antibodies.^8^ In tumor-bearing mice, concurrent blockade of cyclooxygenase-2 (COX-2), which is a key enzyme in inducing suppressive myeloid cells^9,10^, significantly enhanced the antitumor effects of checkpoint inhibitors.^11^ In addition, targeting immune-suppression mediated by indolamine-2,3-dioxygenase (IDO) demonstrated promising synergistic effects when combined with checkpoint blockade antibodies.^12-14^ This approach has recently shown efficacy in a phase I clinical trial together with anti-CTLA4 antibody Ipilimumab in patients with metastatic melanoma (NCT02073123).

We and others have previously defined the importance of myeloid cells as immune suppressors and novel therapeutic targets in the childhood neural cancer neuroblastoma.^15-19^ A highly selective inhibitor (BLZ945) targeting CSF-1R signaling potently modulated suppressive myeloid cells^20^ in transgenic mice developing spontaneous aggressive neuroblastoma (TH-*MYCN* model).^21,22^ Further, combining BLZ945 with checkpoint blockade antibodies against the PD-1/PD-L1 axis led to superior tumor control when compared to antibody treatment alone.^20^ Antibody treatment alone showed marginal effects on suppressive myeloid cells, which could help explain the ineffectiveness of checkpoint blockade as a single treatment. However, the key components resulting in the superior efficacy of the combination treatment remain elusive.

In this study, we show that combination of CSF-1R inhibitor BLZ945 with antibody blocking of PD-1-signaling leads to significant increase of IFNγ induced chemokines CXCL9, 10, and 11 in myeloid cells. Disrupting signaling of these chemokines hampers T-cell infiltration into tumors and thereby disables tumor control by the combination treatment. *In vitro*, combination of Nivolumab with BLZ945 increases percentages of CXCR3+ activated human T cells. Upon PD-1 blockade, activated T cells release high levels of M-CSF and increase myeloid cell-mediated immune-suppression, while addition of BLZ945 or of inhibitors targeting adenosine pathways overcomes suppressive mechanisms induced by M-CSF on monocytes. These results highlight a dual role of activated T cells on myeloid cells and provide a rationale for the use of combinational immunotherapy.

## Results

### Combination of BLZ945 and PD-1 blockade leads to effective tumor growth reduction by removing immune-suppression

We treated transgenic TH-*MYCN* mice bearing detectable spontaneous neuroblastomas in the abdomen by oral gavage of BLZ945 in combination with i.p. injections of anti-PD-1 antibody for 10 d (Fig. 1A). Control mice remained untreated or were treated with anti-PD-1 antibody alone.

**Figure 1.**
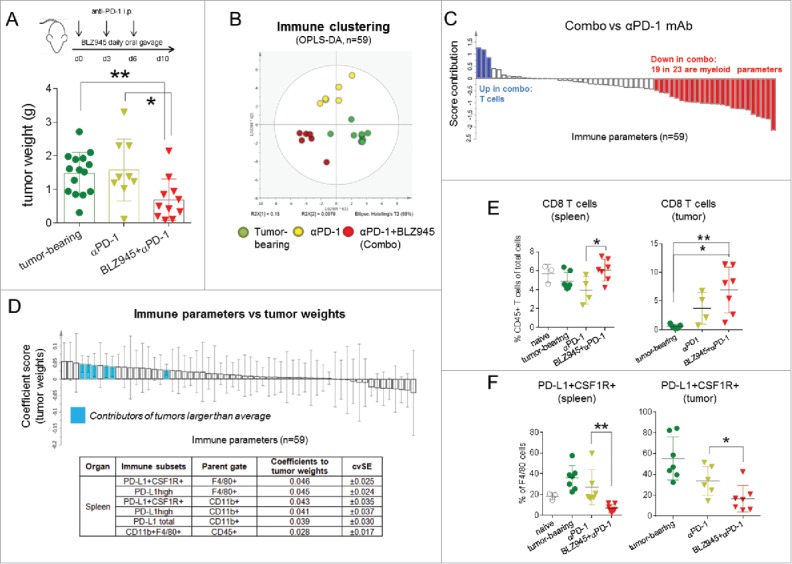
Expansion of T cells and reduction of suppressive myeloid cells results in antitumor activity. From the day spontaneous tumors were detected, TH-*MYCN* mice were treated by daily oral gavage of BLZ945 for 10 d combined with i.p. injections of anti-PD-1 antibody (12.5 mg/kg) on days 0, 3, and 6. Control mice were treated with anti-PD-1 antibody or left untreated. (A) Tumors were excised and tumor weights were compared among groups on day 10. Immune subsets and activation status of myeloid cells and lymphocytes were measured by flow cytometry in the spleens and tumors of control or treated mice (*n* = 59). (B) The clustering of the immune parameters was modeled and analyzed by multivariate analysis (OPLS-DA) using the SIMCA platform. (C) A direct comparison of the immune profile between combination treatment group and anti-PD-1 treated animals was demonstrated. (D) Next, tumor weights were set as Y variables and correlated with X variables (immune parameters, *n* = 59) using OPLS analysis. Immune parameters contributing to tumor burdens were highlighted in blue based on the coefficient scores and cvSE values. To validate the analysis, (E) frequencies of CD8 T cells and (F) PD-L1+CFS-1R+ macrophages were compared among different groups. *p < 0.05; **p < 0.01; non-parametric Mann–Whitney *U* test. Each dot in the scatter-dot plots represented an individual mouse. OPLS: orthogonal partial least squares analysis; OPLS-DA: orthogonal partial least squares discriminant analysis; and cvSE: cross-validation standard errors.

Although anti-PD-1 treatment as a single agent showed marginal therapeutic benefits, combination treatment of BLZ945 with anti-PD-1 antibody led to significant reduction of tumor growth when compared to untreated control mice (*p* < 0.004) or anti-PD-1 single treatment (*p* = 0.013) (Fig. 1A).

In order to dissect the relationships of 59 immune parameters (Table S4) assessed by flow cytometric analysis of spleens and tumor tissues in treatment and control groups, we performed multivariate analysis using the SIMCA platform. The 59 parameters analyzed defining the immune status in spleens and tumors of treated and control mice comprised frequencies of suppressive myeloid cells, i.e., macrophages (CD11b+F4-80+), monocytic (CD11b+Ly6c+Ly6glow) and granulocytic MDSCs (CD11b+Ly6c-Ly6g+), as well as T cell subsets, i.e., CD4^+^ and CD8^+^ T cells, and further, expression of activation and maturation markers on these immune subsets, as summarized in Table S4. The results showed high consistency in the principle component analysis (PCA) (Fig. S1A). To compare the immune profiles of different treatment groups, we utilized the OPLS-DA analysis and observed distinct clustering of the groups (Fig. 1B), demonstrating that overall immune cell frequencies and surface marker expressions are distinctly different among the control and treatment groups. Importantly, a direct comparison between the combination treatment (BLZ945+anti-PD-1) and anti-PD-1 single treatment group revealed clear enhancement of T-cell numbers in the combination group, while 19 out of 23 decreased immune parameters in this group were of myeloid lineage (Fig. 1C), confirming that the effects of CSF-1R inhibition were primarily exerted on myeloid cells.

To investigate which immune status contributed to the superior treatment outcome, we analyzed the relationship between immune parameters (*n* = 59, X variables) and tumor weights (Y variables) in the matching animals using the OPLS analysis by calculating coefficient scores and cvSE. Although none of the immune subsets were associated with smaller tumors, we identified several candidates that correlated with larger tumor burdens (Fig. 1D). In detail, the presence of splenic myeloid cells that expressed PD-L1 and CSF-1R at high levels was associated with inefficient antitumor immune responses. Next, we validated the results by comparing the frequencies of the immune cells and demonstrated that combination treatment significantly increased splenic T-cell numbers as well as T-cell infiltration into tumors (Figs. 1E and S1B), and reduced macrophages and MDSCs and their expression of PD-L1 and CSF-1R in spleens and tumors (Figs. 1F and S1C–F).

### Combination treatment increases expression of T-cell recruiting chemokines

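Tumors of TH-*MYCN* mice, which develop neuroblastoma from sympathetic neural crest cells, were measured in 4 groups of 4: untreated, BLZ945 alone, anti-PD-1/L1 antibodies alone, and the combination. BLZ945 blocks CSF-1R, the receptor of M-CSF on monocytes and macrophages. Each tumor was taken on day 10 and put on 1 Affymetrix Mouse Gene ST array. The paper gives BLZ945 at 200 mg/kg, the antibodies at 12.5 mg/kg and 75 ng of RNA, and the sample labels give 40 mg/kg, 250 mg per 20 g and 150 ng. The authors made the values with RMA, which corrects the background, sets the arrays to a common distribution and summarizes the probes of each probe set. The deposited values are log2 signals from 0.37 to about 13 for 41345 probe sets, with array medians from 3.95 to 4.04. Of these probe sets 23521 carried 1 gene symbol, 1814 carried several, and 16010 were not named in the annotation used. The probe set with the highest mean signal stood for each of 22180 genes. Groups were compared with limma in a single model of the 4 group means, two-sided, and p was adjusted by Benjamini-Hochberg over all genes tested. The dashed box of Fig. 2A was taken as an unadjusted p under 0.01 with a log2 change over 1. Of 35 gene lists fixed before the data were examined, 34 held at least 5 measured genes. They were tested with camera, which asks whether the genes of a list rank above or below all other genes, at its preset inter-gene correlation of 0.01. None of its calls in any comparison held when that correlation was estimated from the data. Beside it, fry asked whether the genes of a list move on balance in 1 direction, without a comparison with other genes. With 4 tumors against 4 the smallest two-sided exact permutation p is 0.0286. The number of arrays limits the precision. On simulated data with independent genes, limma passed 59.7% of genes with a log2 change of 1 and 98.5% of genes with a log2 change of 2 at an adjusted p of 0.05. The changed genes were drawn at random from all genes, each with its own spread. These shares do not carry over to genes with a larger spread, such as Cxcl9 with a standard error of 1.17 (combination against untreated tumors).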

To understand how CSF-1R inhibitor BLZ945 converted insufficient immune response induced by checkpoint blockade antibodies into a highly effective antitumor response, we performed microarray analysis of four individual tumors with comparable weights treated with either BLZ945, anti-PD-1/L1 mAbs, or the combination thereof and compared to untreated tumors (GEO Series accession number GSE79485; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79485). 

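After BLZ945 alone, genes induced by interferons stood slightly above untreated tumors as groups, mostly through 1 tumor. The 31 measured genes of the interferon-gamma response averaged a log2 fold change of 0.512, with 30 of 31 above 0 (camera adjusted p = 7.24e-05), and the 33 type I interferon-stimulated genes averaged 0.289 (adjusted p = 3.13e-04). Genes of antigen presentation on MHC class I averaged 0.367 (adjusted p = 0.0454). With an estimated correlation the adjusted p = 0.985 for each of these 3 lists. Without BLZ945 tumor 4 the 3 differences were 0.115, 0.116 and -0.00796, and those of the type I and MHC class I lists reached 0.498 and 0.602 without untreated tumor 3. After anti-PD-1/L1 alone the same 3 lists averaged 1.16, 0.54 and 0.775 (adjusted p = 2.41e-15, 1.28e-10 and 1.24e-06), and genes of NK and cytotoxic cells averaged 0.491 (adjusted p = 4.12e-06). For these 4 the adjusted p = 0.593 with an estimated correlation. Macrophage and monocyte genes averaged 0.303 and chemokine genes 0.542 (adjusted p = 0.00839 for both; 0.835 and 0.815 with an estimated correlation). T-cell checkpoint and activation genes averaged 0.328 (adjusted p = 0.0308, and adjusted p = 0.835 with an estimated correlation), and fibroblast and pericyte genes averaged -0.28 (adjusted p = 0.00223, and adjusted p = 0.796 with an estimated correlation). Without anti-PD-1/L1 tumor 2 the differences were 0.355 for the type I list, 0.474 for MHC class I, 0.249 for NK and cytotoxic cells, 0.0327 for macrophages and monocytes, 0.34 for chemokines, 0.15 for checkpoint genes and -0.585 for fibroblasts and pericytes, and the last was -0.0757 without untreated tumor 3. The treated tumors differed from one another. The mean log2 signal of the interferon-gamma list was 6.05 in BLZ945 tumor 4 and between 4.18 and 4.82 in the other 3, it ran from 4.14 to 6.57 over the anti-PD-1/L1 tumors, and it stayed between 4.10 and 4.82 over the untreated tumors. The median SD of a gene within a group was 0.184 in untreated tumors, 0.220 after BLZ945 and 0.221 after anti-PD-1/L1. It was highest in combination tumors, at 0.25. Markers of other tissues moved with the groups as well. Genes of skeletal muscle fell by 2.31 after BLZ945 and by 2.37 after anti-PD-1/L1 (camera adjusted p = 2.64e-10 and 1.85e-08; 0.794 and 0.48 with an estimated correlation), where untreated tumors 1 and 3 had list means of 7.67 and 8.92 and the other untreated tumors 3.93 and 3.86. After anti-PD-1/L1, genes of adipocytes averaged 0.759, of adrenal cortex 1.25 and of kidney 0.372 (adjusted p = 0.0293, 0.0308 and 0.0124; adjusted p = 0.835, 0.835 and 0.593 with an estimated correlation). Without anti-PD-1/L1 tumor 4 the adrenal cortex difference was 0.0198, without tumor 3 of that group the kidney difference was 0.0491, and without tumor 2 the adipocyte difference was 0.128. Without untreated tumor 3 the skeletal muscle differences were -1.37 and -1.43. Xist, the RNA that coats the inactive X chromosome, was over a log2 signal of 8 in 1 untreated, 4 BLZ945 and 2 anti-PD-1/L1 tumors. No gene passed an adjusted p of 0.05 in limma for BLZ945 or for anti-PD-1/L1 against untreated tumors (lowest adjusted p = 1 and 0.994), where 591 and 1026 genes had an unadjusted p under 0.05. By the methods' t-test the counts were also 0, with 750 and 1206 at an unadjusted p under 0.05. The smallest unadjusted p after BLZ945 belonged to Olfr157, an olfactory receptor, with a log2 fold change of 1.11, Ftl1-ps2 (-1.07), Astx5 (-0.92), Olfr644 (-0.81) and Eif3j1 (-0.72), and after anti-PD-1/L1 to Islr2 (-0.90), the complement gene C6 (0.67), Ankrd42 (0.63), Wfdc16 (-0.59) and Nxn (-0.55), all of which missed the adjusted threshold. The 4 treated tumors did not overlap with the 4 untreated tumors for 441 genes (1.99%) after BLZ945 and 725 genes (3.27%) after anti-PD-1/L1, where chance gives 2.86%. No gene of any list but those of Fig. 2B passed when adjusted over the list alone. camera passed 6 lists for BLZ945, or 14 without untreated tumor 3. Those 6 include the lists of Fig. 2B, which the study chose on these samples.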

To our surprise, single treatments did not induce consistent changes in gene expression in comparison to control tumors. In contrast, the combination treatment induced significant upregulation of a number of genes (Fig. 2A), most of which were related to interferon pathways^23^ (Fig. 2B, highlighted in red). In particular, CXCL9, CXCL10, and CXCL11, which are interferon-induced chemokines, were prominently upregulated (Fig. 2C). 

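Genes induced by interferons, genes of antigen presentation and genes of fat cells stood higher in combination tumors than in untreated tumors. The interferon-gamma list averaged a log2 fold change of 1.88 with all 31 genes above 0, and 27 passed when adjusted over the list alone (camera adjusted p = 1.08e-24; adjusted p = 0.153 with an estimated correlation). Iigp1 and Igtp, GTPases that act against intracellular pathogens, had log2 fold changes of 4.04 (standard error 0.91) and 3.73 (standard error 0.88), and the guanylate-binding proteins Gbp7, Gbp2b and Gbp10 had 3.15, 3.11 and 2.99. AW112010, an interferon-inducible transcript, had 3.31. The type I interferon list averaged 1.03, with 22 of 33 genes past the threshold adjusted over the list alone (camera adjusted p = 8.26e-20; adjusted p = 0.153 with an estimated correlation), among them Irf9 and Stat2, parts of the type I interferon signaling complex (1.30 and 0.83), and the RNA sensor Ifih1 (1.69). The MHC class I list averaged 1.70, with 15 of 16 genes past it adjusted over the list alone (camera adjusted p = 2.34e-15; adjusted p = 0.153 with an estimated correlation). In this list B2m, the light chain of MHC class I, had 1.43, the class I gene H2-Q4 2.44, and the immunoproteasome subunits Psmb9 and Psmb10 had 2.55 and 1.13. The 7 adipocyte genes averaged 2.52 and all 7 passed adjusted over the list alone (camera adjusted p = 4.58e-09; adjusted p = 0.153 with an estimated correlation). Cidec, a lipid droplet protein, had 3.58, and the fat cell hormones Retn and Adipoq had 3.49 and 2.61. Thrsp and Agpat2 (3.53 each), Elovl3 (3.46), Gpd1 (3.41), Lgals12 (3.34) and Me1 (3.31) also belong to the 15 genes with the largest difference among those with an unadjusted p under 0.01 and no overlap between the groups. Xist, whose groups overlap, had 5.045. fry also passed the interferon-gamma, MHC class I and adipocyte lists (adjusted p = 0.0355 each) and the type I list (adjusted p = 0.0367).

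**Figure D1:**
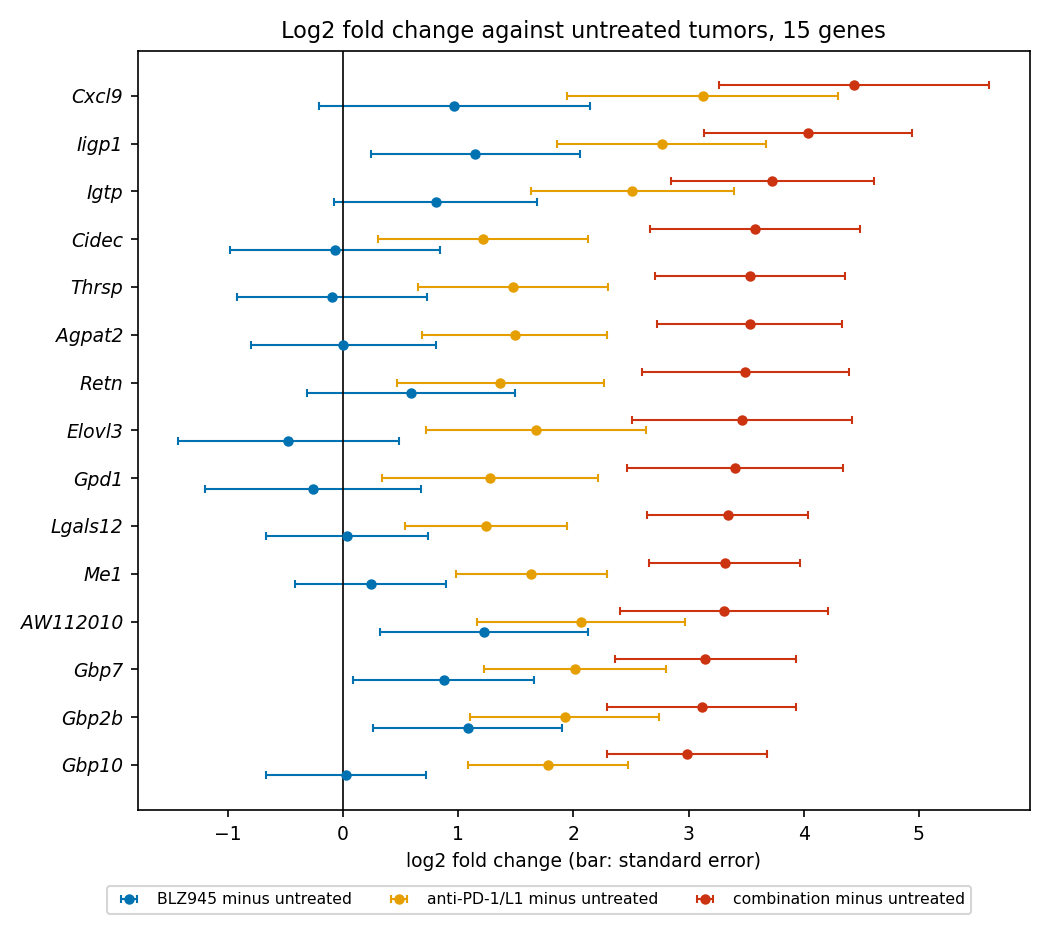
Log2 fold change against untreated tumors (x axis) of the 15 genes with the largest difference in combination tumors among those with an unadjusted p under 0.01 and no overlap between the groups. Points are limma estimates for each treatment (4 tumors each) and bars are standard errors. The combination estimates run from 2.99 for Gbp10 to 4.44 for Cxcl9.

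Genes of cytotoxic lymphocytes and of T cell checkpoints were also higher. The NK and cytotoxic list averaged 0.99, with 14 of 19 genes past the threshold adjusted over the list alone (camera adjusted p = 6.94e-12; adjusted p = 0.154 with an estimated correlation), and the granzymes Gzmb, Gzma and Gzmk had 1.61, 1.30 and 1.26. The checkpoint and activation list averaged 0.995, with 7 of 18 genes past it adjusted over the list alone (camera adjusted p = 5.68e-09; adjusted p = 0.235 with an estimated correlation). Its member Pdcd1lg2, which encodes the PD-1 ligand PD-L2, had 2.61 and Cd274, which encodes PD-L1, had 2.12. Every gene named here missed an adjusted p of 0.05 over all genes. Xist was over a log2 signal of 8 in 4 of 4 combination tumors and 1 of 4 untreated tumors. No gene passed an adjusted p of 0.05 in limma for the combination against untreated tumors (lowest adjusted p = 0.248), and 2908 had an unadjusted p under 0.05. By the methods' t-test the count was also 0, with 2012 at an unadjusted p under 0.05. In the dashed box 338 genes were higher, of which 217 had no overlap between the groups. Over all genes 1534 (6.92%) had none, where chance gives 2.86%. Of the 338 genes, 27 (7.99%) belong to the interferon-gamma or type I lists, whose 64 measured genes make up 0.289% of all genes (two-sided Fisher's exact test over genes, which are not independent, p = 1.56e-32, odds ratio 51). With the MHC class I list the number is 40 (11.8%). Of the 7 measured adipocyte genes 6 are in the box, and 267 of the 338 genes (79%) are in no list. The count of 338 fell to 170 without untreated tumor 1, to 154 without untreated tumor 2 and to 102 without combination tumor 4, and was 665 without combination tumor 2. Without combination tumor 2, Lipg (log2 fold change 2.59) and Gm10335 (-1.13) passed an adjusted p of 0.05 in limma. With the adipocyte list mean as a covariate, chosen after seeing the data, 8 genes were in the box. That list mean separates the 2 groups, from 6.56 to 9.06 in combination and from 4.64 to 6.13 in untreated tumors. The covariate therefore also removes what the treatment changes, and the fit cannot decide whether fat tissue accounts for these genes.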

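Cxcl9, which like Cxcl10 and Cxcl11 encodes a ligand of CXCR3, had a log2 signal of 9.91 ± 0.87 (SD, n = 4) in combination tumors and 5.47 ± 0.88 (SD, n = 4) in untreated tumors, a 21.6-fold difference (standard error 1.17 on the log2 scale). Cxcl10 was at 5.69 ± 0.44 and 3.63 ± 0.12 (SD, n = 4 each), a 4.16-fold difference (standard error 0.52), and Cxcl11 at 6.04 ± 0.32 and 3.83 ± 0.23 (SD, n = 4 each), a 4.60-fold difference (standard error 0.46). For each gene all 4 combination tumors lay above all 4 untreated tumors (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow, and 0.107 adjusted over the 15 comparisons of the 3 genes). After anti-PD-1/L1 alone the 3 genes were 8.71-fold, 3.09-fold and 3.20-fold above untreated tumors, with 13, 13 and 14 of 16 pairs of tumors higher (exact permutation p = 0.114, 0.114 and 0.0857). After BLZ945 alone they were 1.96-fold, 1.67-fold and 1.66-fold above (exact permutation p = 0.571, 0.343 and 0.0571). Combination tumors stood 11.1-fold, 2.49-fold and 2.77-fold above BLZ945 tumors (exact permutation p = 0.0571, 0.0571 and 0.0286) and 2.48-fold, 1.35-fold and 1.44-fold above anti-PD-1/L1 tumors (exact permutation p = 0.543, 0.714 and 0.543). These values depended on single tumors. Without anti-PD-1/L1 tumor 3, anti-PD-1/L1 tumors stood 20.7-fold above untreated tumors for Cxcl9, and combination tumors stood at 1.05-fold, 0.906-fold and 0.975-fold of anti-PD-1/L1 tumors for the 3 genes, so that Cxcl10 and Cxcl11 turned. Without anti-PD-1/L1 tumor 2 the Cxcl9 values were 5.48-fold and 3.94-fold. Without BLZ945 tumor 4, BLZ945 tumors were at 0.952-fold of untreated tumors for Cxcl9 and combination tumors 22.7-fold above BLZ945 tumors, and without BLZ945 tumor 2 these were 3.11-fold and 6.96-fold. Without BLZ945 tumor 1 Cxcl10 was 1.34-fold above untreated tumors. Of 25 chemokine genes 22 were above 0 in combination against untreated tumors and the list averaged a log2 fold change of 1.20, with 8 past the threshold adjusted over the list alone (camera adjusted p = 5.68e-09; adjusted p = 0.154 with an estimated correlation). Among them Cxcl13, which attracts B cells, had 3.50. Over all genes, limma gave Cxcl9, Cxcl10 and Cxcl11 an adjusted p of 0.269, 0.252 and 0.248 for the combination against untreated tumors. When the limma fit held only these 2 groups, Cxcl10 and Cxcl11 passed an adjusted p of 0.05. With the adipocyte list mean as a covariate, chosen after seeing the data, the log2 fold changes were 2.07, 0.85 and 1.09 and no longer had an unadjusted p under 0.05. Since that list mean separates the 2 groups, the covariate also removes what the treatment changes, and this fit cannot decide the cause.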

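Markers of myeloid cells and of lymphocytes stood higher in combination tumors than in untreated tumors. Itgam, which encodes CD11b of myeloid cells, had a log2 signal of 6.67 ± 1.11 (SD, n = 4) against 4.75 ± 0.71 (SD, n = 4; exact permutation p = 0.0571). Itgax, which encodes CD11c of dendritic cells and macrophages, had 7.14 ± 0.85 against 5.38 ± 0.36 (SD, n = 4 each; exact permutation p = 0.0286). The macrophage and monocyte list averaged a log2 fold change of 0.813 with 27 of 29 genes above 0, the dendritic cell list 0.546, and the neutrophil and granulocytic list 0.332 (camera adjusted p = 6.87e-10, 0.00209 and 0.0313; adjusted p = 0.258, 0.287 and 0.287 with an estimated correlation). Csf1r, the target of BLZ945, had 1.36, Msr1, a scavenger receptor of macrophages, 0.71, and Fpr2, a receptor for formyl peptides, 2.59. By flow cytometry the paper reports the other direction after BLZ945 with anti-PD-1 antibody. Macrophages and MDSCs were fewer there, with less PD-L1 and CSF-1R on them. Those are frequencies within gated cells, measured by protein. The values here are RNA of whole pieces of size-matched tumors, after BLZ945 with anti-PD-1/L1 antibodies. The MHC class II list averaged 1.61 (camera adjusted p = 2.45e-06; adjusted p = 0.258 with an estimated correlation), with H2-Aa at 2.17. The T cell list averaged 1.27 and the regulatory T cell list 0.768 (camera adjusted p = 8.55e-09 and 9.34e-05; adjusted p = 0.258 and 0.247 with an estimated correlation), with Cd3e at 2.41, Cd8a at 1.5 and Cd4 at 1.15 (0.562 without combination tumor 4). For T cells the paper's flow cytometry goes the same way, with more of them in tumors after BLZ945 with anti-PD-1 antibody. The B and plasma cell list averaged 1.29 (camera adjusted p = 7.49e-07; adjusted p = 0.287 with an estimated correlation), with the antibody genes Jchain at 3.71 and Ighm at 3.05. Of these lists only the neutrophil list had a gene past the threshold adjusted over the list alone, which was Fpr2.

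**Figure D2:**
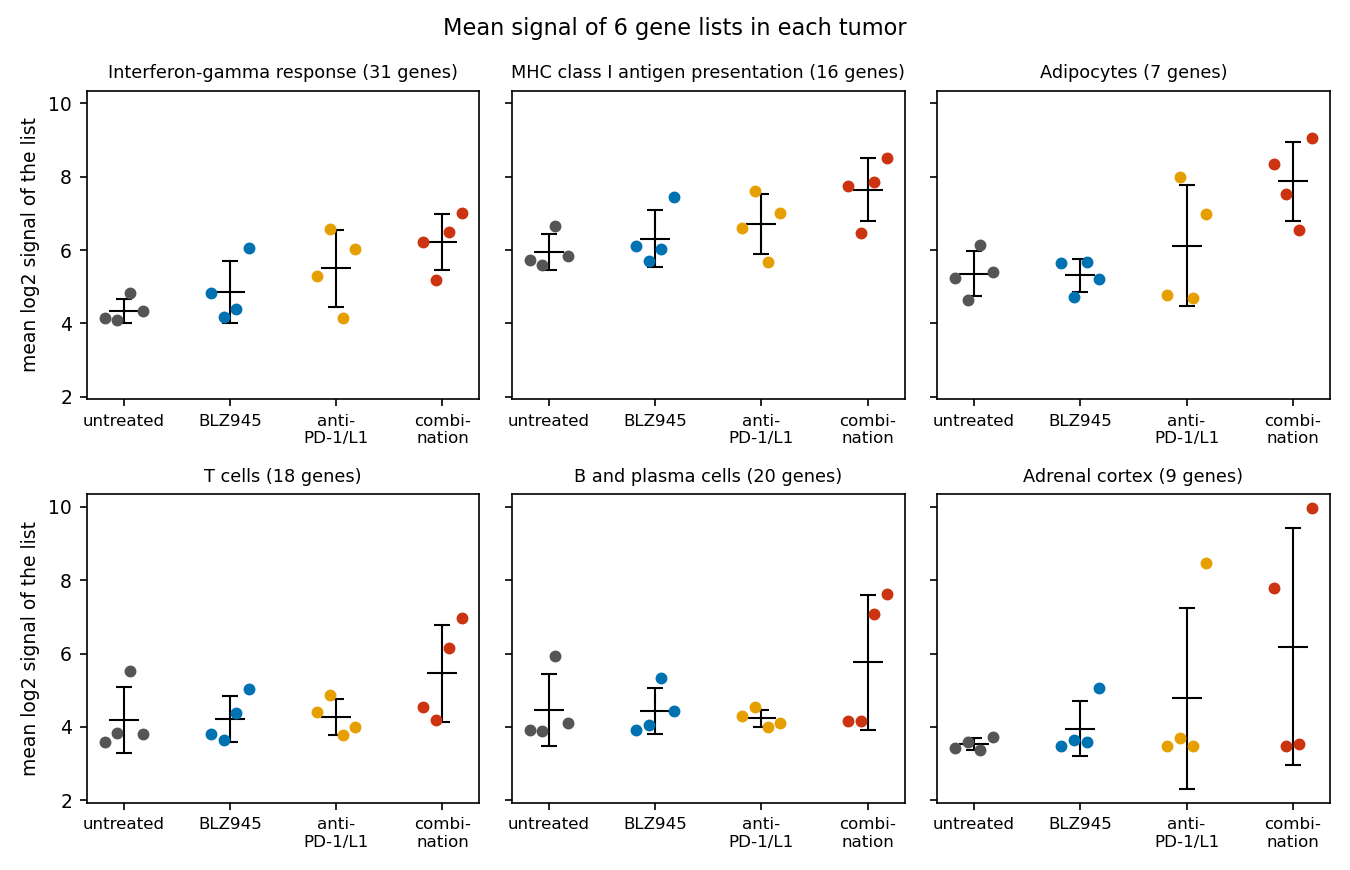
Mean log2 signal of 6 gene lists (y axis) in each of the 16 tumors by treatment (x axis). Points are tumors, long lines are group means and bars are SD (n = 4). Combination tumors 3 and 4 have T cell list means of 6.15 and 6.96, and combination tumors 1 and 4 have adrenal cortex list means of 7.79 and 9.97.

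The lymphocyte signal was uneven, and several lists depended on combination tumor 4, without which the differences were 0.767 for T cells, 0.673 for B and plasma cells, 0.346 for dendritic cells, 0.57 for lymph node stroma and 1.4 for adrenal cortex. The B and plasma cell difference was 0.854 without combination tumor 3. T cell list means were 6.15 and 6.96 in combination tumors 3 and 4, 4.54 and 4.18 in combination tumors 1 and 2, and 5.54 in untreated tumor 3. B and plasma cell list means were 7.07 and 7.62 in combination tumors 3 and 4, 4.17 and 4.18 in the other combination tumors, and 5.94 in untreated tumor 3. Genes of lymph node stroma averaged 1.05 above untreated tumors (camera adjusted p = 0.00677; adjusted p = 0.287 with an estimated correlation), with list means of 7.25 and 7.88 in combination tumors 3 and 4 and 6.82 in untreated tumor 3. Genes of the adrenal cortex, the tissue beside which many neuroblastomas grow, averaged 2.66 (camera adjusted p = 2.97e-05; adjusted p = 0.287 with an estimated correlation), with means of 7.79 and 9.97 in combination tumors 1 and 4 and 3.48 and 3.54 in the other combination tumors. The neuroblastic tumor cell list averaged -0.171 with 8 of 27 genes above 0 and did not pass (camera adjusted p = 0.0639). B4galnt1, which encodes the GD2 synthase, had 0.24 (standard error 0.16), or 0.111 without combination tumor 4. Proliferation genes averaged -0.283 with all 21 below 0, and endothelial genes averaged 0.351 (camera adjusted p = 5.08e-05 and 0.00522; adjusted p = 0.384 and 0.415 with an estimated correlation). Without combination tumor 4 the neuroblastic list turned to 0.104, the proliferation difference was -0.0946 and the endothelial difference 0.181, and the last was 0.187 without untreated tumor 2. The fibroblast and pericyte list had a mean of 0.289, a median of -0.0413 and a higher rank in the test, which it did not pass (camera adjusted p = 0.453), with a mean of 0.152 without untreated tumor 2, 0.494 without untreated tumor 3, 0.435 without combination tumor 1 and 0.186 without combination tumor 4, and the Schwann cell list averaged 0.00938 (camera adjusted p = 0.91).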

In order to investigate the source of the chemokines, we correlated these genes with a number of immune and tumor markers. 

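Across the 16 tumors, Cxcl9 rose with the myeloid genes Itgam and Itgax. Cxcl9 and Itgam (CD11b) correlated with a Spearman's rho of 0.891 (permutation p = 1e-05, adjusted p = 0.000147) and a Pearson's r of 0.874 (permutation p = 1e-05, adjusted p = 7.33e-05). Without the 2 tumors farthest from the median of Cxcl9, rho was 0.855 and r 0.832, and with both genes centred on their group means rho was 0.83. Cxcl9 and Itgax (CD11c) had a rho of 0.900 (permutation p = 2e-05, adjusted p = 0.000147) and an r of 0.901 (permutation p = 1e-05, adjusted p = 7.33e-05), with a rho of 0.868 and an r of 0.880 without the 2 farthest tumors and a rho of 0.794 within groups. Cxcl11 and Itgam had a rho of 0.694 (permutation p = 0.00346, adjusted p = 0.00799) and an r of 0.772 (permutation p = 0.00041, adjusted p = 0.00113), then 0.662 and 0.799 without the 2 farthest tumors and a rho of 0.803 within groups. Cxcl11 and Itgax had a rho of 0.777 (permutation p = 0.00056, adjusted p = 0.00246) and an r of 0.831 (permutation p = 0.00016, adjusted p = 0.000704), then 0.785 and 0.854 without the 2 farthest tumors and a rho of 0.865 within groups. Cxcl10 fell into separate ranges, with 7 tumors from 3.44 to 3.76 (4 untreated, 2 BLZ945 and 1 anti-PD-1/L1) and 9 tumors from 5.03 to 6.22 (2 BLZ945, 3 anti-PD-1/L1 and 4 combination). Within the lower and the upper range, Cxcl10 and Itgam had a rho of 0.214 and 0.167 (exact pairings permutation p = 0.662 and 0.678) and an r of 0.312 and 0.524 (exact p = 0.499 and 0.146). Cxcl10 and Itgax had a rho of 0.607 and 0.167 (exact pairings permutation p = 0.167 and 0.678) and an r of 0.582 and 0.483 (exact p = 0.172 and 0.185). With the genes centred on their group means, over all 16 tumors, Cxcl10 had a rho of 0.779 with Itgam and 0.782 with Itgax (permutation p = 0.00057 and 0.0005, adjusted p = 0.00157 for both). These permutations did not allow for the group means, so p can be too small.

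**Figure D3:**
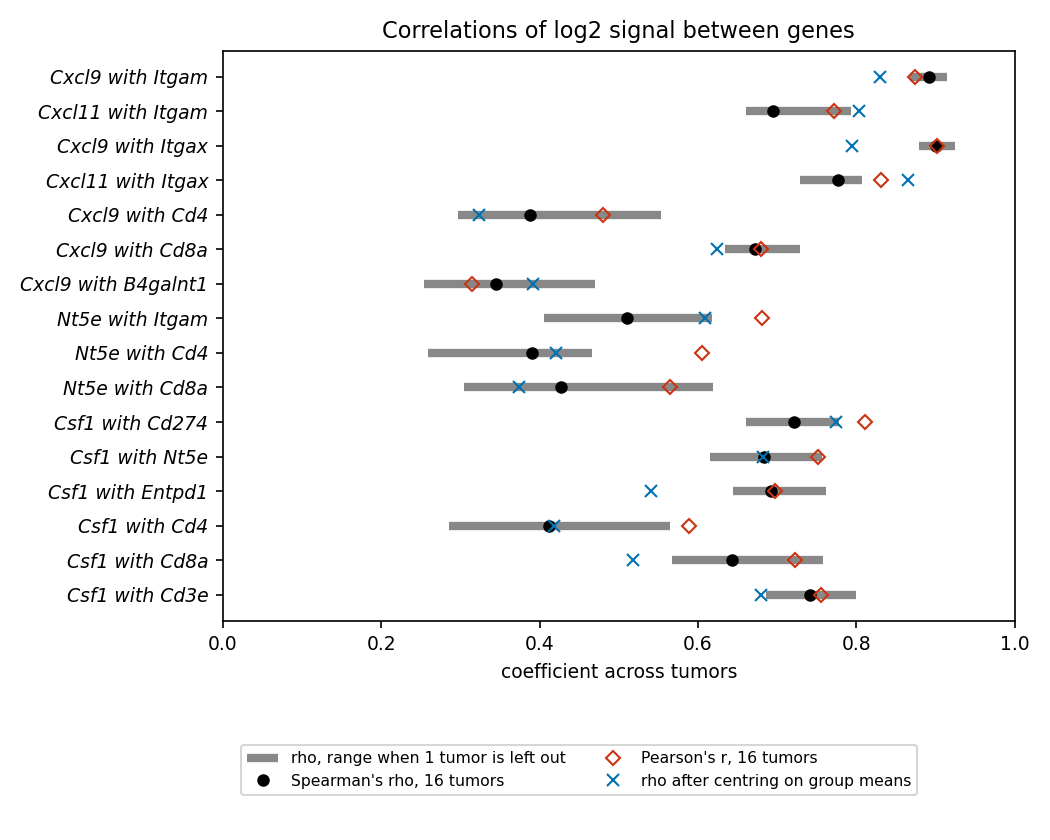
Correlation coefficients across tumors (x axis) for 16 gene pairs (y axis). Dots are Spearman's rho over 16 tumors, grey bars its range when 1 tumor is left out, open diamonds Pearson's r and crosses rho after centring both genes on their group means.

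Of the T cell genes, Cd8a, which encodes the CD8 co-receptor of cytotoxic T cells, had a rho of 0.673 with Cxcl9 (permutation p = 0.00585, adjusted p = 0.0107) and an r of 0.679 (permutation p = 0.00467, adjusted p = 0.00734). Without the 2 farthest tumors these were 0.631 and 0.650, and within groups rho was 0.624. Cd4, the co-receptor of helper T cells, had a rho of 0.388 with Cxcl9 (permutation p = 0.138, adjusted p = 0.159) and an r of 0.48 (permutation p = 0.0577, adjusted p = 0.0668), then 0.253 and 0.388 without the 2 farthest tumors. The tumor gene B4galnt1 had a rho of 0.345 with Cxcl9 (permutation p = 0.189, adjusted p = 0.208) and an r of 0.314 (permutation p = 0.236, adjusted p = 0.236), then 0.288 and 0.239 without them. All tests are two-sided, p is adjusted over the 22 gene pairs computed, and 1e-05 is the smallest p that 100000 permutations can give. Of 25 pairs listed, 3 include a gene without a named probe set and were not analysed here. The paper takes such relations with myeloid and dendritic cell genes, set against those with lymphocyte and tumor genes, as an indication of which cells mainly produce these chemokines.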

Of note, CXCL9, 10, and 11 expression correlated strongly with myeloid marker CD11b (*R* = 0.874, 0.7822, and 0.7718; Fig. 2D), as well as dendritic cell marker *CD11c* (*R* = 0.901, 0.945, and 0.903; Fig. S2A), but not with T or B cell markers, or the GD2 synthase *B4galnt1* tumor marker (Fig. S2B), indicating that myeloid cells are the major producers of these chemokines in the tumors.

**Figure 2.**
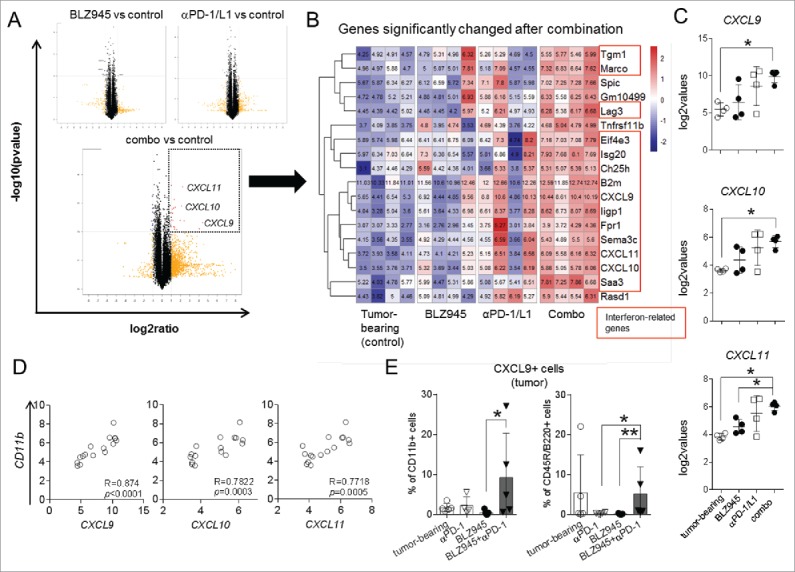
Combination therapy increases myeloid-cell-derived chemokines. Microarray analysis was conducted using mRNAs isolated from sized-matched tumors of control or treatment groups (four from every group). (A) Volcano plots identified genes that were significantly changed after treatments (dashed box) in comparison to untreated mice. (B) Heatmap of a list of significantly changed genes was demonstrated and interferon-regulated genes are marked in red boxes. (C) Expression of CXCL9, 10 and 11 was compared among groups and (D) correlated with myeloid cell marker *CD11b* calculated by Spearman test and two-tailed *t*-tests. (E) Intracellular expression of CXCL9 was confirmed in CD11b+ and CD45R/B220+ cells in the tumor tissues using flow cytometry. *p < 0.05; **p < 0.01; non-parametric Mann–Whitney *U* test. Microarray data accessible under GEO Series accession number GSE79485 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79485).

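Genes in the dashed box were few after either single treatment. BLZ945 tumors had 2 genes higher and 10 lower than untreated tumors. The lower count fell to 4 without untreated tumor 1 or BLZ945 tumor 4 and was 49 without untreated tumor 2 and 39 without untreated tumor 4. The higher count was 0 without untreated tumor 1, 4 without BLZ945 tumor 4, and 1 without untreated tumor 2 or 4, BLZ945 tumor 3 or any of the 4 combination tumors. Anti-PD-1/L1 tumors had 18 genes higher and 9 lower. The higher count was 11 without untreated tumor 1, 5 without untreated tumor 2 or anti-PD-1/L1 tumor 4, 8 without untreated tumor 4 and 47 without anti-PD-1/L1 tumor 3. The lower count was 4 without untreated tumor 1, 45 without untreated tumor 2, 16 without untreated tumor 3, 43 without untreated tumor 4 and 18 without anti-PD-1/L1 tumor 2. Combination tumors had 11 genes lower, and this count was 7 without untreated tumor 1, 28 without untreated tumor 2, 27 without untreated tumor 4, and 18 without untreated tumor 3 or combination tumor 2. Of the genes in the box for the combination, 96.8% were higher, and 97.3% were higher with each array centred on its median and 96.4% after quantile normalization.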

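Of the genes in the heatmap 17 have a named probe set, and all 17 had a positive log2 fold change in combination against untreated tumors, with a mean of 1.84. Marco, a scavenger receptor of macrophages, had 1.98, Spic, a transcription factor of red pulp macrophages, 1.27, and Saa3, an acute phase protein, 2.45 with the smallest unadjusted p of the 17. Lag3, an inhibitory receptor of T cells, had 1.56, Ch25h, which makes 25-hydroxycholesterol, 1.17, and Isg20, an RNase induced by interferon, 1.35. The other values include 1.45 for Sema3c, 1.37 for Rasd1, 1.25 for Eif4e3, 1.17 for Gm10499, 1.03 for Tgm1 and 1.03 for Tnfrsf11b. All 17 passed when adjusted over the list alone, and camera and fry passed the list (adjusted p = 1.34e-19 and 0.00718; adjusted p = 0.0807 with an estimated correlation in camera). The 13 genes marked as related to interferons averaged 2.03 (camera adjusted p = 1.31e-15, fry adjusted p = 0.0122; adjusted p = 0.107 with an estimated correlation), and all 13 passed adjusted over the list alone. The study chose these genes on these samples, so neither count is independent evidence of their direction. Of the 17 genes 14 lay in the dashed box. After anti-PD-1/L1 alone the 17 genes averaged 1.02 (camera adjusted p = 1.77e-10; adjusted p = 0.48 with an estimated correlation) and 5 passed adjusted over the list alone, and after BLZ945 alone they averaged 0.531, or 0.306 without BLZ945 tumor 4 (camera adjusted p = 5.22e-05; adjusted p = 0.896 with an estimated correlation) and none did. Another gene of the heatmap has no named probe set and was not analysed here.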

To verify these results at the protein level, we conducted intracellular flow cytometry stainings of tumor materials. Our results demonstrated that the production of CXCL9 was significantly elevated in CD11b+ myeloid cells as well as CD45R/B220+ cells, a marker expressed on B cells, activated T cells, and several antigen presenting cells, in tumors of animals that had received the combination therapy (BLZ945+anti-PD-1), whereas single treatments resulted in low to undetectable levels of CXCL9 in these cells (Fig. 2E). These results underline the importance of interferon-regulated myeloid cell repolarization in priming potent antitumor immune responses after the combination treatment.

### Blockade of chemokine signaling abrogates efficacy of combination treatment

Chemokines CXCL9, 10, and 11 signal via their common receptor CXCR3 and thereby recruit lymphocytes to inflammation sites and enable their penetration into the tumor tissues.^24,25^ To understand whether chemokine secretion is limited to the tumor tissue or plays a systemic role, we analyzed chemokine levels in sera of treated mice. Similar to tumor tissues, CXCL9 protein levels were substantially increased in sera of mice in the combination group (Fig. 3A), although no CXCL10 could be detected.

**Figure 3.**
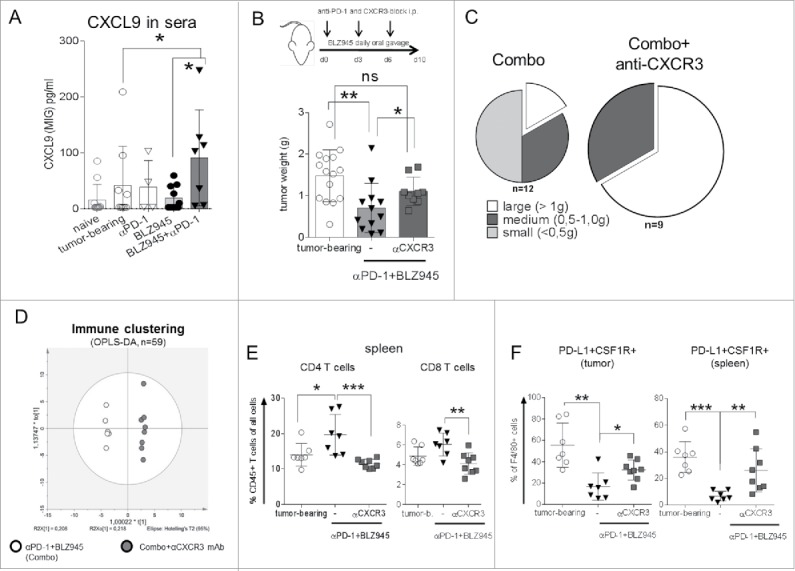
Blocking CXCR3 receptor abrogates *in vivo* treatment efficacy. Protein levels of CXCL9 in sera of treated mice were detected by Legendplex cytokine assays (A). To evaluate the functional roles of the CXCR3-CXCL axis, TH-*MYCN* mice were treated from the day spontaneous tumor growth was first palpable with BLZ945 (daily oral gavage) + anti-PD-1 antibody (12.5 mg/kg i.p. on days 0, 3, and 6) with or without concurrent blockade of CXCR3 by anti-CXCR3 antibody (12.5 mg/kg i.p., days 0, 3, and 6). (B) Tumor weights were measured on day 10 and (C) tumor weight distributions were summarized in pie charts. Immune parameters (*n* = 59) were monitored by flow cytometry in the combination group with or without CXCR3 blockade. (D) Clustering pattern of the immune parameters was analyzed by OPLS-DA analysis using the SIMCA platform. Frequencies of splenic and intra-tumoral (E) T cells or (F) PD-L1+CSF1R+ macrophages were compared. *p < 0.05; **p < 0.01; ***p < 0.001; non-parametric Mann–Whitney *U* test. Each dot in the scatter-dot plots represented an individual mouse.

To assess the functional role of chemokine signaling via CXCR3, we administered an anti-CXCR3 antibody in addition to the combination treatment (Fig. 3B). Indeed, tumor growth reduction achieved by combination treatment was significantly hampered by CXCR3 blockade (*p* < 0.05, Fig. 3B) and tumor weight distributions clearly visualized the high numbers of large tumors (>1.0 g) and complete absence of small tumors (<0.5 g) (Fig. 3C). Blockade of CXCR3 resulted in very distinct overall immune clustering compared to the combination group when all 59 parameters (Table S4) were taken into consideration in the OPLS-DA analysis (Fig. 3D). In detail, CXCR3 blockade showed a trend to diminished T-cell infiltration into the tumors when compared to combination treatment, as well as significantly decreased T-cell frequencies in spleens (Figs. 3E and S2C) but led to the strong increase of immuno-suppressive myeloid cells that expressed PD-L1 and CSF-1R (CD115) at high levels (Fig. 3F).

### Blocking CSF-1R signaling on monocytes augments activation of lymphocytes induced by Nivolumab

In order to evaluate the effects of CSF-1R inhibition and PD-1 blockade on human immune cells, we utilized an *in vitro* model, where freshly isolated primary human immune cells were activated by mixed lymphocyte reactions (MLR) in CFSE-based proliferation assays.

Given the essential role of CXCR3 in T-cell infiltration in response to the combination immunotherapy *in vivo*, we measured the expression of CXCR3 on human T cells. Indeed, proliferating T cells expressed high levels of CXCR3 when activated with microbeads coated with anti-CD3/CD28 agonistic antibodies (Fig. S3A). Thus, we utilized the CFSE^dim^CXCR3+ T-cell populations as readouts for the subsequent functional analyses.

We hypothesized that monocytes hamper lymphocyte activation after PD-1 blockade. Indeed, depletion of monocytes prior to the functional assays (Fig. S3B) significantly increased the activation of lymphocytes induced by Nivolumab, which is demonstrated by enhanced proliferation of CXCR3+ CD4 and CD8 T cells as well as NK cells (Fig. 4A). Importantly, similar effects were observed when BLZ945 was added to PBMC in addition to Nivolumab, meaning that blockade of CSF-1R on monocytes is able to improve Nivolumab induced T-cell activation (Fig. 4B). Since CSF-1R is expressed at much higher levels on CD11b+ human myeloid cells (Figs. S3C and D), the additive effects of BLZ945 disappeared when monocytes were depleted (Fig. S3E).

**Figure 4.**
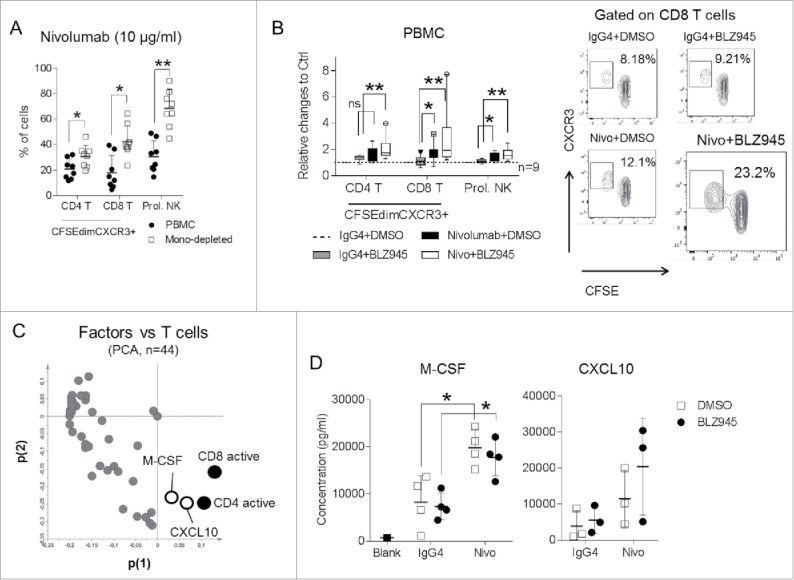
BLZ945 augments effects of Nivolumab on primary human lymphocytes. Peripheral blood mononuclear cells (PBMC) from healthy donors were labeled with CFSE and activated in mixed lymphocyte reactions (MLR) with Nivolumab (10 μg/mL) for 6 d and (A) frequencies of CFSE^dim^CXCR3+ T cells or CFSE^dim^ NK cells were compared when monocytes were present or absent. Alternatively, (B) PBMC were activated in the presence of a fully human IgG4 isotype control (10 μg/mL), DMSO, Nivolumab or combination of Nivolumab and BLZ945 (300 nM) and activation of lymphocytes were compared in nine independent donors in relation to the control group (IgG4 + DMSO). (C) Supernatants from three independent proliferation assays described in (B) were harvested and in total concentrations of 44 soluble factors were measured and visualized in relation to the T-cell activations in the loading plot of a PCA analysis. (D) Concentrations of M-CSF (*n* = 4) or CXCL10 (*n* = 3) were measured and demonstrated when PBMC were activated with IgG4 or Nivolumab. *p < 0.05; **p < 0.01; non-parametric Mann–Whitney *U* test. Each dot in the scatter-dot plots represented an individual blood donor. PCA: principle component analysis.

Next, we measured 44 soluble factors in the culture supernatants harvested from three independent proliferation assays using human PBMC and analyzed the association of soluble factors with T-cell activation. As shown in the loading plot of the PCA analysis (Fig. 4C), M-CSF and CXCL10 demonstrated close associations with T-cell activation in our culture system and presented at substantially higher levels when anti-PD-1 antibody was added (Fig. 4D). To confirm that M-CSF was released from activated T cells, we measured intracellular expression of M-CSF when PBMC were activated with increasing doses of anti-CD3/CD28 agonistic antibodies and demonstrated that M-CSF was only upregulated on proliferating Ki67+ T cells (Fig. S4A). When T cells were activated with various numbers of allogeneic monocytes, we also observed higher levels of soluble M-CSF when more CFSE^dim^CXCR3+ T cells were generated (Fig. S4B).

### T-cell derived M-CSF enhances suppressive functions on healthy human monocytes

To investigate whether suppressive functions of primary human monocytes were modulated by restraining CSF-1R signaling, we tested a number of pharmacological inhibitors and blocking or neutralizing antibodies targeting suppressive mechanisms exploited by myeloid cells in combination with anti-PD-1 antibody in proliferation assays using human PBMC.

Notably, attenuating enzymatic functions of CD73, as well as blocking adenosine A2A receptor, but not blocking other inhibitory mechanisms, improved activation of CD8 T cells (Fig. 5A). On the other hand, addition of recombinant human PD-L1 (Fig. 5A) or blocking co-stimulatory pathways reduced activation of T cells (Fig. S5A). To validate our findings, we treated isolated human monocytes with supernatants conditioned by activated lymphocytes (Lym-med) or recombinant human M-CSF. Both treatments induced rapid maturation of primary human monocytes and upregulated their surface expression of CD206 (Fig. S5B). Notably, expression of surface PD-L1 and key enzymes for adenosine production, CD73 and CD39, was increased on monocytes by Lym-med factors or human M-CSF. These effects were sufficiently abrogated by addition of CSF-1R inhibitor (Fig. 5B and C). Meanwhile, expression of HLA-DR, CD80, CD137L, and DC-SIGN or intracellular levels of M-CSF, IFNγ, and IDO were not altered by the treatments on healthy monocytes (unpublished observations). Although CD73 and CD39 were upregulated on subsets of lymphocytes, expression of both proteins was markedly higher on myeloid cells when PBMC were activated (Fig. S5C). Inhibiting adenosine pathway in addition to the anti-PD-1/BLZ945 combination did not further improve the activation of CD8 T cells, indicating the direct connection between CSF-1R signaling and adenosine production on monocytes (Fig. S5D).

**Figure 5.**
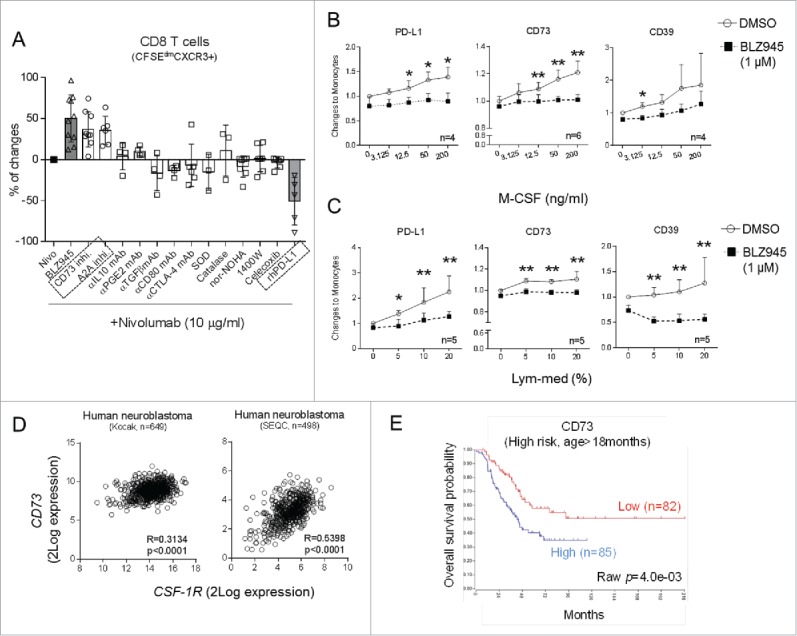
Monocyte-derived adenosine is enhanced by M-CSF produced by activated T cells. (A) Freshly isolated human PBMC were activated in mixed lymphocyte reactions (MLR) in the presence of Nivolumab (10 μg/mL) in combination with BLZ945 (gray bar, 300 nM) or antibodies or pharmacological compounds inhibiting various suppressive mechanisms and relative changes of CD8 T-cell activation to Nivolumab alone were summarized. Freshly isolated primary human monocytes were cultured in increasing concentrations of (B) recombinant human M-CSF or (C) media conditioned by activated lymphocytes. Expression of CD73, PD-L1, and CD39 was compared between monocytes treated with DMSO or BLZ945 (1 μM). (D) Correlations between gene expression of *CD73* and *CSF-1R* in human neuroblastoma tumor tissues were analyzed in two public patient datasets using Pearson correlation coefficients and 2-tailed T tests. (E) The prognostic value of *CD73* gene was demonstrated in high-risk patients who were older than 18 months. *p < 0.05; non-parametric Mann–Whitney *U* test.

In order to evaluate the clinical importance of myeloid cell-derived adenosine production, we analyzed six publicly available neuroblastoma patient datasets (in total 1687 entries) and demonstrated that expression of *CD73* and *CD39* genes was only consistently correlated with myeloid cell markers *CD163* or *CSF-1R* (Table 1 and Fig. 5D). 

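Nt5e, which encodes CD73, the enzyme that makes adenosine from AMP, had a log2 signal of 4.55 ± 0.81 (SD, n = 4) in combination tumors and 3.94 ± 0.48 (SD, n = 4) in untreated tumors (exact permutation p = 0.286), with means of 4.18 after BLZ945 and 4.05 after anti-PD-1/L1. The difference of 0.613 was 0.273 without combination tumor 4 and 0.927 without combination tumor 2. Across the 16 tumors Nt5e and Itgam had a rho of 0.511 (permutation p = 0.0452, adjusted p = 0.071) and an r of 0.681 (permutation p = 0.00363, adjusted p = 0.00614). Without the 2 tumors farthest from the median of Nt5e these were 0.466 and 0.478, and within groups rho was 0.609 (permutation p = 0.0143, adjusted p = 0.0263). The permutations within groups ran over all 16 centred values without allowing for the group means, so that p can be too small. Without untreated tumor 4 or BLZ945 tumor 1 rho was 0.618, and without untreated tumor 1 or anti-PD-1/L1 tumor 1 it was 0.567. It fell to 0.406 without combination tumor 4. Nt5e and Cd4 had a rho of 0.390 (permutation p = 0.136, adjusted p = 0.159) and an r of 0.605 (permutation p = 0.0143, adjusted p = 0.0196), then 0.150 and 0.225 without the 2 farthest tumors. Nt5e and Cd8a had a rho of 0.427 (permutation p = 0.1, adjusted p = 0.137) and an r of 0.564 (permutation p = 0.0222, adjusted p = 0.0271), then 0.198 and 0.232 without the 2 farthest tumors and a rho of 0.618 without untreated tumor 4. This rho fell to 0.304 without combination tumor 3 or 4. Without the 2 farthest tumors Pearson's r no longer passed for Nt5e with Itgam, Cd4 or Cd8a (adjusted p = 0.132, 0.458 and 0.458). For Cd4 and Cd8a both rho and r rest on those tumors. For Itgam r also fell without them, from 0.681 to 0.478, while rho went from 0.511 to 0.466. The 9 measured genes of the adenosine pathway averaged a log2 fold change of 0.427 in combination against untreated tumors with 6 above 0 (camera adjusted p = 0.0416; adjusted p = 0.188 with an estimated correlation), and a difference of 0.274 without combination tumor 4, with Entpd1, which encodes CD39, at 0.76 and Dpp4 at 1.55. p is adjusted over the 22 gene pairs computed.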

A similar trend was also observed in tumor tissues harvested from TH-*MYCN* mice undergone various treatments (Fig. S6A). *M-CSF* expression in these tissues also strongly correlated with *CD73, CD39*, and *PD-L1*, indicating the involvement of M-CSF in the induction of myeloid cell suppressive mechanisms (Fig. S6B). 

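Csf1, which encodes M-CSF, had a log2 signal of 6.32 ± 0.60 (SD, n = 4) in combination tumors and 5.39 ± 0.63 (SD, n = 4) in untreated tumors (exact permutation p = 0.0857). Across the 16 tumors Csf1 and Cd274, which encodes PD-L1, had a rho of 0.721 (permutation p = 0.0023, adjusted p = 0.00632) and an r of 0.81 (permutation p = 0.00022, adjusted p = 0.000807). Without the 2 tumors farthest from the median of Csf1 these were 0.675 and 0.734, and within groups rho was 0.774. Csf1 and Nt5e had a rho of 0.683 (permutation p = 0.00479, adjusted p = 0.00958) and an r of 0.752 (permutation p = 0.0008, adjusted p = 0.00176), then 0.636 and 0.674 without the 2 farthest tumors and a rho of 0.682 within groups. Csf1 and Entpd1 had a rho of 0.692 (permutation p = 0.00363, adjusted p = 0.00799) and an r of 0.697 (permutation p = 0.00299, adjusted p = 0.00548), then 0.61 and 0.582 without the 2 farthest tumors, where r no longer passed (adjusted p = 0.0517). Within groups this rho was 0.541 and no longer passed (permutation p = 0.0323, adjusted p = 0.0547). Genes of colony-stimulating factors and their receptors averaged a log2 fold change of 0.743 in combination against untreated tumors, with 4 of 8 past the threshold adjusted over the list alone (camera adjusted p = 3.35e-04; adjusted p = 0.25 with an estimated correlation), among them the receptor genes Csf3r (1.10) and Csf2ra (0.76). Csf1 had 0.93 and did not pass. Without combination tumor 4 the list difference was 0.479 and that of Csf2ra 0.466. Genes of suppressive myeloid cells averaged 0.444 with 14 of 18 above 0 (camera adjusted p = 9.77e-04; adjusted p = 0.275 with an estimated correlation), with Nos2, which makes nitric oxide, at 0.90 (standard error 0.34) and Ccl22, which attracts regulatory T cells, at 1.11 (standard error 0.52), which were 0.542 and 0.719 without combination tumor 4.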

Of note, expression of high levels of *CD73*, but not *CD39* (unpublished observations) in neuroblastoma tumors, was associated with worse overall survival in high-risk neuroblastoma patients (age > 18 mo) (Fig. 5E), whereas it had no influence on survival of low-risk patients (Fig. S6C).

**Table 1.** Correlation analysis of *CD39/CD73* in human neuroblastoma tumor samples.

		Correlation coefficent (*R*)					
Cell types	Patient datasets	Kocak (*n* = 649)	SEQC (*n* = 498)	Asgharzadeh (*n* = 249)	Seeger (*n* = 102)	Maris (*n* = 101)	Versteeg (*n* = 88)
Myeloid cells	CD73 vs CD163	0.326	0.467	0.602	0.332	0.529	0.466
	CD39 vs CD163	0.582	0.484	0.734	0.558	0.362	0.609
	CD73 vs CSF1R	0.314	0.540	NA	0.402	0.226	0.487
	CD39 vs CSF1R	0.530	0.496	NA	0.628	0.071	0.597
Tregs	CD73 vs FOXP3	−0.245	0.200	0.084	0.038	NA	0.020
	CD39 vs FOXP3	−0.239	0.108	0.035	0.019	NA	−0.008
B cells	CD73 vs CD19	0.107	0.239	0.301	0.207	0.060	0.245
	CD39 vs CD19	0.068	0.213	0.298	0.353	0.254	0.152
Tumors^*^	CD73 vs B4GALNT1	−0.050	−0.053	−0.069	−0.126	−0.112	−0.250
	CD39 vs B4GALNT1	−0.090	−0.114	−0.145	−0.040	−0.141	−0.126
	References	^51^	GEO ID: gse62564	TARGET data matrix	^52^	GEO ID: gse3960	^53^

* B4GALNT1 (β-1,4-N-acetyl-galactosaminyl transferase 1) is responsible for GD2 synthesis, which is a disialoganglioside commonly over-expressed in human neuroblastoma.

*R* > 0.4; Black: 0.2 < * R* < 0.4. NA: gene not available.

Despite the relevance of the adenosine pathway in neuroblastoma, treatment of TH-*MYCN* mice with a combination of anti-PD-1 and anti-CD73 antibodies did not lead to tumor growth inhibition, and a triple combination with CSF-1R inhibitor BLZ945 had to be discontinued due to severe weight loss in mice.

## Discussion

Stimulated by the finding that CSF-1R antagonist enabled anti-PD-1 antibody to control tumor growth in the transgenic neuroblastoma mouse model (TH-*MYCN*), we aimed to dissect the key mechanistic events underlying this combination treatment. Our results revealed that the combination substantially reduced numbers of PD-L1-expressing suppressive myeloid cells *in vivo* and repolarized intra-tumoral myeloid cells to produce T-cell-recruiting chemokines. Exploiting *in vitro* models of human primary immune cells, we demonstrated the previously uncharacterized aspect that anti-PD-1 antibody enhanced the release of M-CSF from activated T cells and subsequently promoted suppressive functions on monocytes, mainly through elevating adenosine production and PD-L1 expression. In neuroblastoma patients, the enzymatic machinery of adenosine production was predominantly expressed on myeloid cells and correlated with poor survival in high-risk patients. The main findings are illustrated in Fig. 6.

**Figure 6.**
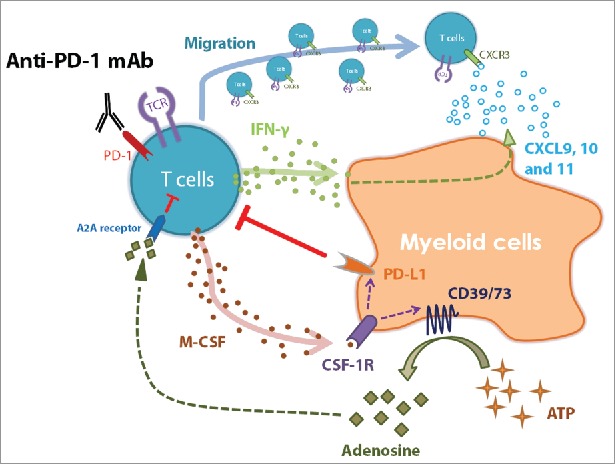
Regulation of myeloid cells by activated T cells in response to anti-PD-1 therapy. The graph summarizes the major findings of this study. Anti-PD-1 antibody treatment results in the release of IFNγ by activated T cells and re-activates myeloid cells to produce chemokines CXCL9, 10, and 11, which recruit T cells via CXCR3 signaling. At the same time, activated T cells secret M-CSF and enhance suppressive potentials of myeloid cells, such as upregulation of PD-L1 as well as CD39/CD73 expression. The adenosine catabolizing enzymes CD39/CD73 convert ATP to adenosine, which can inhibit T cells via A2A receptors.

Despite the clinical success of checkpoint blockade antibodies, a large number of patients failed to establish long-lasting antitumor immunity from the single agent treatment.^26^ This could be explained by various mechanisms exerted by solid tumors to grow, metastasize, and prevent antitumor immunity.^4^ The tumor microenvironment holds out several challenges against destruction by immune effector cells such as hypoxic environment and accumulation of suppressive cell types, including regulatory T cells and suppressive cells of the myeloid lineage.^27^

Suppressive myeloid cells have been demonstrated to play a key role in the development of several malignancies and have been correlated to increased stage of malignancies.^27-30^ In neuroblastoma, infiltration of TAMs was correlated to metastatic disease and worse prognosis.^15^ Targeting suppressive myeloid cells through CSF-1R inhibition provides a promising approach for solid cancers,^20,31,32^ particularly when combined with checkpoint inhibitors.^20,33^ Several clinical programs are currently evaluating the safety and therapeutic values of this combinatorial approach (NCT02452424, NCT02526017, NCT02323191, and starting in October 2016 NCT02829723). Therefore, it is of substantial interest to investigate the detailed mechanisms contributing to the superior effects of the combination treatment. Here, we demonstrated that anti-PD-1 antibody as a single treatment failed to control tumor growth, whereas the combination treatment with CSF-1R inhibitor BLZ945 showed superior tumor reduction.

Previous studies demonstrated the ability of single agent BLZ945 to repolarize myeloid cells;^31^ others showed that PD-1 blockade was able to induce IFNγ-related chemokine production.^34^ We found that only the combination of the two therapies was effective in achieving efficient immune-cell activation resulting in strong antitumor efficacy in the transgenic neuroblastoma mouse model.^20^ Similar to the observations made by Pyonteck et al.,^31^ BLZ945 single treatment did not abolish myeloid cells in the tumor, probably due to the presence of cytokines sustaining myeloid cell survival in the tumor microenvironment.^20^ Our further analysis revealed that in addition to the removal of suppressive myeloid cells, repolarization of myeloid cells by enhancing CXCL9, 10, and 11 production presented an essential regulator. Indeed, blocking their common receptor CXCR3 *in vivo* prevented the therapeutic effects, possibly due to counteracting trafficking of effector T cells across tumor vessels.^25^ These findings coincide with the recent notion that IFN-regulated chemokines CXCL9, 10, and 11 are of favorable clinical outcomes in patients with cancers.^35-38^ Hence, it is reasonable to hypothesize that chemokines derived from activated myeloid cells may contribute to a beneficial immune texture in the tumor microenvironment.

One of the key challenges of the current checkpoint blockade therapy is the early identification of patients who are likely to respond to the treatment. We were among the first to report that frequencies and phenotypes of myeloid cells were rapidly altered in response to anti-CTLA-4 blocking antibody Ipilimumab in melanoma patients and could be correlated to poor treatment outcome.^39-41^ However, potential predictive biomarkers remain to be discovered in patients receiving anti-PD-1 therapy. Previous reports proposed that expression levels of PD-L1 on tumor cells were associated with clinical outcomes of the treatment.^41^ In the murine model of this study, we monitored simultaneously 59 immune cell parameters and demonstrated that splenic myeloid cells expressing PD-L1 and CSF-1R at high levels were associated with larger tumor burdens. Given that PD-L1 is also expressed by various immune cells in the tumor tissues,^42^ these markers may also have predictive value in human cancers.

It is well described that suppressive myeloid cells inhibit effector T-cell functions.^5^ However, less is known about how activated T cells could influence the functions of suppressive myeloid cells. Pinton et al. recently described that IL-10 released by activated T cells sustained activities of murine MDSCs.^43^ We screened 44 soluble factors released by primary human immune cells after PD-1 blockade and identified a strong association between M-CSF production and T-cell activation. Similar to the *in vivo* efficacy, blocking CSF-1R signaling on primary human monocytes enhanced the effects of anti-PD-1 antibody. M-CSF is a crucial factor involved in myeloid cell homeostasis and described to be released by activated T cells during autoimmune conditions.^44,45^ Thus, PD-1 blockade is likely to trigger intrinsic negative feedback mechanisms, i.e., release of M-CSF as shown here, which attenuate the antitumor efficacy.

Fast-proliferating cells are featured by over-production of ATP, which could directly enhance suppressive functions of myeloid cells through P2X7 receptor.^46^ Alternatively, the enzymatic machinery led by CD39 and CD73 enables conversion of ATP to extracellular adenosine and suppresses T cells through various adenosine receptors.^47^ Therapeutic inhibition of CD73^48^ or adenosine A2A receptor^49,50^ improved antitumor efficacy of checkpoint inhibitors in preclinical models. We demonstrate in this study that T-cell-released factors or recombinant M-CSF promote monocyte differentiation and upregulate a number of suppressive mechanisms such as PD-L1 expression as well as adenosine pathways. Blocking CSF-1R signaling restrained the induction of these molecules and showed comparable effects to adenosine antagonists in restoring T-cell activation. Of note, expression of the *CD73* gene was strongly correlated with *CSF-1R* gene expression and predicted poor clinical outcome in patients with high-risk neuroblastoma. These findings provide deeper understanding of how blockade of CSF-1R in cancer patients might counterbalance various suppressive mechanisms exerted by myeloid cells. The strong correlation of *M-CSF* in tumors of TH-*MYCN* mice to T cell markers, as well as to suppressive markers, underlines the relevance of these findings in the *in vivo* situation.

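Across the 16 tumors Csf1 and Cd3e, a chain of the T cell receptor complex, had a rho of 0.741 (permutation p = 0.00131, adjusted p = 0.00443) and an r of 0.755 (permutation p = 0.00064, adjusted p = 0.00156). Without the 2 tumors farthest from the median of Csf1 these were 0.622 and 0.617, and within groups rho was 0.679 (permutation p = 0.00472, adjusted p = 0.0104). Csf1 and Cd8a had a rho of 0.643 (permutation p = 0.00868, adjusted p = 0.0147) and an r of 0.723 (permutation p = 0.0015, adjusted p = 0.003), then 0.560 and 0.609 without the 2 farthest tumors, where rho no longer passed. Within groups rho was 0.518 and did not pass (permutation p = 0.0417, adjusted p = 0.0611). Csf1 and Cd4 had a rho of 0.412 (permutation p = 0.113, adjusted p = 0.147) and an r of 0.589 (permutation p = 0.0153, adjusted p = 0.0197), then 0.169 and 0.281 without the 2 farthest tumors, so that this r rests on them, and a rho of 0.564 without combination tumor 1. This rho fell to 0.286 without combination tumor 4. p is two-sided and adjusted over the 22 gene pairs computed. Within groups p can be too small, as the permutations do not allow for the group means.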

In conclusion, we believe that T-cell activation in response to PD-1 blockade may play a dual role in regulating myeloid cells. On the one hand, myeloid cell repolarization that is driven by IFNγ guides T-cell infiltration by chemokines, whereas on the other hand, M-CSF or other inflammatory mediators released from T cells induce intrinsic resistant mechanisms through enhancing suppressive functions on myeloid cells. The described effects of anti-PD-1 antibody on T-cell activation, in particular M-CSF release, and consequently on myeloid cell suppressive functions provide a rationale for the combination therapy with CSF-1R inhibitor. Hence, we suggest that combinational strategies targeting multiple regulatory mechanisms in the tumor microenvironment are of particular advantage in designing novel antitumor immunotherapies.

## Materials and methods

### Animals

TH-*MYCN* mice^21^ were obtained from the Mouse Model of Human Cancer Consortium Repository (N16 backcross to the 129×1/SvJ background) and kept as continuous inbreeding. All animal studies were approved by the local authorities and conducted under the ethical permit number N42/14. For therapy studies, heterozygous mice were palpated every second day and treatment started on the day tumors were first palpable (day 0). For *in vivo* treatment, anti-PD-1 blocking antibody (clone RMPI-1.14, Bioxcell) was injected intraperitoneally (i.p.) on days 0, 3, and 6. Alternatively, a highly selective CSF-1R tyrosine kinase inhibitor BLZ945 (Novartis) was dissolved in 20% Captisol® at 16 mg/mL and delivered daily by oral gavage at the dose of 200 mg/kg^20,31^ in combination with the PD-1 blocking antibody. In some experiments, a CXCR3 blocking antibody (clone CXCR3-173, Bioxcell) was injected i.p. in addition to the combination. All antibodies were applied at a dose of 12.5 mg/kg. Spleens, tumors, and sera of treated or control mice were harvested on day 10. One part of the tumors was snap frozen in liquid nitrogen and saved at −80°C until further analysis. The other part of the tumors as well as spleens was homogenized, erythrocytes were lysed (BD PharmLyse™ buffer, BD Bioscience), and samples were analyzed by flow cytometry. Sera were separated from blood cells and frozen at −80°C until further analysis.

### Microarray analysis

RNA isolation and purification, as well as microarray analysis of snap frozen murine tumor tissue, were performed by the Bioinformatics and Expression analysis core facility (BEA) at Karolinska Institutet. RNA was isolated using QIAGEN RNeasy Mini Kit. Samples were homogenized using a QIAGEN TissueLyzer and further processed in a QIAGEN QIAcube.

75 ng of total RNA was reverse transcribed and labeled using the Affymetrix Whole Transcript (WT Plus) Assay. The resulting cDNA was hybridized to a GeneTitan plate (Mouse Gene 2.1 ST). Raw expression data were analyzed using Affymetrix Expression Console v1.4.1 using the RMA procedure. 

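The methods' t-test, unpaired and with equal variances, was run on the same values. In the dashed box it gave 82 genes higher and 2 lower in combination tumors, 2 higher and 1 lower after anti-PD-1/L1, and 0 higher and 1 lower after BLZ945, where the box is an unadjusted p. Of the 82 genes 79 were among those that limma put there, and 15 (18.3%) belong to the interferon-gamma or type I interferon lists.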

Sample groups were compared using unpaired *t*-tests.

### Isolation of human primary immune cells

Primary human peripheral blood mononuclear cells (PBMC) were isolated from buffy coats of healthy blood donors by Ficoll gradient centrifugation (GE Healthcare). In order to deplete monocytes, 10 μL RosetteSep human monocyte depletion cocktail (StemCell Technologies) was added to 10 mL buffy coat and incubated at room temperature for 20 min, prior to centrifugation. In order to purify primary human monocytes, PBMC were incubated with microbeads coated with anti-CD14 mAb followed by isolation using LS columns (Miltenyi Biotech).

### Functional analysis of human immune cells

Unless otherwise stated, all *in vitro* experiments were performed using IMDM medium (Invitrogen) supplemented with 10% pooled human AB serum (Karolinska University Hospital). To evaluate the effects of treatments, PBMC or monocyte-depleted PBMC (mono-dep cells) were incubated with 1.4 μM CellTrace™ CFSE (Life Technologies) for 6 min at room temperature. Cells were washed two times with PBS (Life Technologies) and 3 × 10^5^ cells were seeded at 4:1 ratio with previously frozen and freshly thawed allogeneic monocytes in a 96-well flat bottom plate (Corning). Next, BLZ945 (300 nM, Novartis) or Nivolumab (10 μg/mL, Bristol-Myers Squibb) was added alone or in combination to the wells. Matching concentrations of DMSO (Life Technologies) or a human IgG4 isotype control (Biolegend) were added as controls. In some experiments, different pharmacological inhibitors or blocking/neutralizing antibodies (Tables S1 and S2) or 10 μg/mL of human recombinant PD-L1 (AcroBiosystems) were tested in combination with Nivolumab. After 6 d, cells were harvested and proceeded to flow cytometric analysis.

In order to measure the intracellular production of M-CSF, freshly isolated PBMC were activated for 3 d with microbeads coated with anti-CD3/CD28 mAb (0.5–3 μL, Life Technologies) in a 96-well U bottom plate (Corning). During the final 12 h, GolgiPlug™ protein transport inhibitor (BD Biosciences) was added at 1:1500 dilution to the wells and cells were harvested for FACS analysis.

### Cytokine and chemokine analysis

In total, 43 human soluble factors were measured in the culture media harvested from three independent proliferation assays using a 37-parameter Bio-Plex™ Human Inflammation Panel including IL-27(p28), gp130/sIL-6Rβ, IL-34, IL-22, sIL-6Rα, IFN-α2, IFNγ, IL-26, MMP-2, IL-12(p40), IL-19, IL-20, IL-29(IFN-λ1), IL-35, IL-32, BAFF/TNFSF13B, IL-2, IL-11, APRIL/TNFSF13B, MMP-1, IFN-β, MMP-3, sCD163, Pentraxin-3, LIGHT/TNFSF14, TSLP, sCD30/TNFSF8, IL-8, IL-10, TWEAK/TNFSF12, Osteocalcin, IL-28A/(IFN-λ2), sTNF-R2, chitinase-3-like1, sTNF-R1, IL12(p70), and Osteopontin (Bio-Rad) and a 13-parameter LEGENDplex™ Human Anti-Virus Response Panel consisting of IL-1β, IL-6, TNF-α, IP-10 (CXCL10), IFN-λ1(IL-29), IL-8, IL12(p70), IFN-α2, IFN-λ2/3(IL28-A/B), GM-CSF, IFN-β, IL-10, and IFNγ (Biolegend), according to manufacturers' protocol. The overlapping factors between the two kits were adjusted. Levels of human soluble M-CSF were determined by ELISA (R&D systems). Concentrations of CXCL9 and CXCL10 in sera of treated or control mice were analyzed by a Legendplex assay (Biolegend).

### Treatment of human primary monocytes

To generate lymphocyte-conditioned media (Lym-med), 6.5 × 10^6^ monocyte-depleted human PBMC were co-cultured with allogeneic monocytes at 6:1 ratios in 3 mL culture medium per well in a six-well plate. The conditioned media were harvested and pooled after 6 d and stored in aliquots at −80°C. To evaluate the effects of Lym-med or M-CSF on primary human monocytes, 1 × 10^6^ freshly isolated monocytes were seeded in 600 μL culture medium in a 24-well plate (Corning) with various concentrations of Lym-med (5–20%) or recombinant human M-CSF (3.125–200 ng/mL, carrier-free, Biolegend), in the presence of DMSO or 1 μM BLZ945. Cells were harvested by carefully scraping the wells after 2 d (M-CSF) or 4 d (Lym-med) and phenotypic changes or intracellular protein levels of the monocytes were determined by flow cytometry.

### Flow cytometric analysis

Information regarding antibodies used for flow cytometry was summarized in Table S3. FACS stainings were performed in 96-well V bottom plates. Up to 1 × 10^6^ cells were placed in 96-well plates, washed two times with PBS, and stained for 20 min at room temperature with pre-mixed surface marker antibodies and life dead markers, near infra-red, Live/Dead fixable blue, or aqua dead cell marker (Invitrogen) in 20–50 μL PBS. After washing in PBS, cells were resuspended in FACS buffer (PBS+10% heat-inactivated FCS) and stored at 4°C before measurements. For intracellular stainings (i.c.), cells were fixed in BD Cytofix/Cytoperm buffer (BD Bioscience) for 30 min at room temperature and washed with 1× BD PermWash (BD Bioscience) buffer and incubated with intracellular antibodies in 1× BD PermWash buffer for 45 min at room temperature. After a final wash, cells were acquired at the BD LSRII cytometer (BD Bioscience) or the NovoCyte Flow Cytometer (ACEA Biosciences) and analyzed by FlowJo software (Tristar, Inc.) or NovoExpress software (ACEA), respectively.

### Multivariate analysis

All multivariate analyses were performed using the SIMCA software (version 14, Umetrics). In brief, raw data were modeled using PCA and the outliers were controlled based on the 95% confidence interval (CI) margins. The correlations between 44 human inflammatory soluble factors and frequencies of activated (CFSE^dim^CXCR3+) CD4^+^ and CD8^+^ T cells were demonstrated using loading plots of the PCA analysis. For the animal studies, frequencies of 59 splenic and intra-tumoral immune parameters were recorded first with FACS in control mice (*n* = 9), anti-PD-1-treated mice (*n* = 6), and mice that received combination treatments (*n* = 6), and differences between the chosen two groups were compared and summarized in the PCA analysis. Furthermore, immune profiles of control and different treatment groups were modeled and compared using the orthogonal partial least squares discriminant analysis (OPLS-DA). To investigate the importance of the immune subsets (X variables) to tumor weights (Y variables), we performed the OPLS analysis and selected the key contributors based on the variable importance scores (VIP), coefficient scores and cross-validation standard errors (cvSE).

### Patient datasets

In order to investigate the expression and prognostic values of the adenosine pathway, we analyzed publicly available expression datasets (‘R2: microarray analysis and visualization platform’, http://r2.amc.nl). In total, six independent patient cohorts were selected for correlation analyses (Spearman coefficients and two-tailed *t*-tests) and the largest patient cohort (Kocak, *n* = 649)^51^ was utilized to explore the prognostic values of *CD73* gene expression in neuroblastoma patients.

### Statistical analysis

Data were collected from several independent experiments and edited in GraphPad Prism, unless indicated differently. We first tested Normal distribution and equal variant of the datasets, followed by Student's *t*-tests or non-parametric, Mann–Whitney *U* tests (as stated in the figure legends). All results were presented as means±SD and representative histograms or pictures were selected based on the average values.

### Study approval

Mice were maintained in the Department of Comparative Medicine, Karolinska Institutet. All animal studies were approved by the local authorities and conducted under the ethical permit number N42/14.

### Data and materials availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^54^ (Edgar et al., 2002) and are accessible through GEO Series accession number GSE79485 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79485).

CSF-1R inhibitor BLZ945 was provided through an MTA from Novartis.

## Supplementary Material

KONI_A_1232222_supplementary_data.zip

# Supplementary material for: Regulation of myeloid cells by activated T cells determines the efficacy of PD-1 blockade
**Source:** Oncoimmunology. 2016 Sep 9;5(12):e1232222. doi: 10.1080/2162402X.2016.1232222
**Supplement:** KONI_A_1232222_supplementary_data.zip

**Supplementary materials**

**Supplemental Figure legends**

**Figure S1. (A)** The immune subsets in spleens and tumors of control or mice treated with anti-PD-1 therapy or combination therapy (BLZ945 + anti-PD-1) were modelled and plotted in PCA analysis in order to visualize outliers based on the 95% confidence intervals (CI). Frequencies of **(B)** CD4 T cells in spleens or tumors, **(C-D)** splenic suppressive myeloid cells or **(E-F)** intra-tumoral suppressive myeloid cells of wild type, control or treated mice were shown. *: *p*<0.05; **: *p*<0.01; ***: *p*<0.001; non-parametric Mann-Whitney U test. Each dot represented an individual mouse.

**Figure S2. (A)** Gene expression of *CXCL9, 10* and *11* in tumor tissues of TH-*MYCN* mice was correlated to expression of *CD11c*, and **(B)** gene expression of *CXCL9* in tumor tissues of was analyzed by microarray analysis and correlated with expression levels of *CD4*, *CD8A*, *CD19* or *B4galnt1* (GD-2 synthase). Correlation coefficients (R) were calculated by Spearman test and *p* values were calculated with two-tailed T tests. **(C)** Intra-tumoral frequencies of CD8 and CD4 T cells were shown in control mice or mice received combination therapy (BLZ945 + anti-PD-1) with or without blockade of CXCR3. *: *p*<0.05; non-parametric Mann-Whitney U test. Each dot represented an individual mouse.

**Figure S3. (A)** Freshly isolated PBMC were labeled with CFSE and activated with microbeads coated with agonistic anti-CD3/CD28 antibodies for 3 days. Activation of CD3+ T cells was measured by CFSE dilution and expression of CXCR3. **(B)** Representative plots were shown after Ficoll gradient centrifugation, with or without monocyte depleting agents. **(C)** Gating strategy of PBMC after 6 days of MLR activation and **(D)** expression levels of CSF-1R were compared between myeloid cells and lymphocytes. **(E)** Relative changes of CD4, CD8 and NK cell activations with IgG4, DMSO, Nivolumab (10 μg/ml) or BLZ945 (300 nM) were shown in 7 independent MLR experiments using monocyte-depleted PBMC. **Figure S4. (A)** Freshly isolated PBMC were labeled with CFSE and activated with increasing doses of agonistic anti-CD3/CD28-antibodies coated microbeads for 3 days and GolgiPlug inhibitor was added at 1:1500 for the final 12 hours. Intracellular expressions of Ki67 and M-CSF were measured by flow cytometry. **(B)** CFSE-pulsed human PBMC were activated in MLR with various numbers of allogeneic monocytes and activation of T cells was measured after 6 days by CFSE dilution and up-regulation of CXCR3. Concentrations of M-CSF in the matching experiments were determined by ELISA in technical duplicates.

**Figure S5. (A)** Freshly isolated human PBMC were activated in mixed lymphocyte reactions for 6 days, in the presence Nivolumab (10 μg/ml) in combination with various blocking antibodies or recombinant human PD-L1 (all at 10 μg/ml). Relative changes of CD8 T cell activation were compared to Nivolumab alone after 6 days. **(B)** Freshly purified human primary monocytes were cultured with recombinant human M-CSF or media conditioned by activated lymphocytes and expression of CD206 was compared after 48 hours between the DMSO group and cells treated with 1 μM BLZ945. **(C)** Expression of CD73 and CD39 were shown on lymphocytes or myeloid cells after MLR. **(D)** Human PBMC were activated in MLR with Nivolumab/BLZ945 combination (double), or in addition with CD73 inhibitor (APCP, 200 μM) or adenosine A2A receptor antagonist (SCH58621, 2.5 μM) triple combination and relative changes of CD8 T cell activation to Nivolumab alone were shown.

**Figure S6. (A)** Gene expression of *CD73* was correlated to *CD11b*, *CD4*, *CD8A*, *CD19* and tumor marker *Phox2b* genes, **(B)** gene expression of *M-CSF* was correlated to *PD-L1, CD73* and *CD39*, in tumor tissues of TH-*MYCN* mice and correlation coefficients were calculated by Spearman test and two-tailed T tests. **(C)** Survival of low-risk neuroblastoma patients based on *CD73* gene expression in tumor tissues was shown (Kocak dataset).

**Supplemental Tables**

Table S1. Pharmacological inhibitors utilized *in vitro*.

|  | **Pharmacological Inhibitors** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Names | **APCP** ^1^ | **SCH58621** ^1^ | **1-DL-MT** ^1^ | **Catalase** ^1^ | **SOD** ^1^ | **nor-NOHA** ^2^ | **1400W** ^1^ | **Celecoxib** ^3^ |
| Targets | CD73 | AdeR A2A ^I^ | IDO ^II^ | H_2_O_2_ | Superoxide | Arginase-1 | iNOS ^III^ | COX-2 ^IV^ |
| Doses | 200 µM | 2.5 µM | 100 µM | 200 IU/ml | 200 IU/ml | 200 µM | 200 µM | 5 µM |
| Manufacturers: ^1^ Sigma-Aldrich; ^2^ Calbiochem; ^3^ Cayman Chemicals.  Notes: ^I^ Adenosine Receptor A2A; ^II^ Indoleamine-2,3-dioxygenase; ^III^ Inducible nitric oxide; ^IV^ Cyclooxygenase-2. | | | | | | | | |

Table S2. Blocking or neutralizing antibodies utilized *in vitro*.

|  | **Blocking/neutralizing antibodies** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Names | **αCTLA-4**  **(Ipilimumab)** ^1^ | **αPGE2** ^2^ | **αDC-SIGN** ^3^ | **αTGF-β** ^3^ | **αIL-10** ^4^ | **αCD80** ^4^ |
| Names | **αCD137** ^4^ | **αMIC A/B** ^4^ | **αCXCR3** ^4^ | **αNKp30** ^4^ | **αNKp44** ^4^ | **αNKp46** ^4^ |
| Concentrations | 10 µg/ml | | | | | |
| Manufacturers: ^1^ Bristol-Myer Squibb; ^2^ Cayman Chemicals; ^3^ R&D Systems; ^4^ Biolegend. | | | | | | |

**Table S3.** Antibodies and dyes used for flow cytometry.

| **Antigen** | **Clone** | **Isotype** | **Fluorochrome** |
| --- | --- | --- | --- |
| *anti-human*  CD3 ^1^ | UCHT1 | Mouse IgG1, κ | Pacific Blue |
| CD4 ^1^ | A161A1 | Rat IgG2b, κ | PerCp-Cy5.5 |
| CD11b ^2^ | ICRF44 | Mouse IgG1, κ | APC-Cy7 |
| CD16 ^3^ | 3C8 | Mouse IgG1 | APC |
| CD39 ^1^ | A1 | Mouse IgG1, κ | PE-Cy7 |
| CD56 ^1^ | HCD56 | Mouse IgG1, κ | PE-Cy7 |
| CD73 ^1^ | AD2 | Mouse IgG1, κ | Pacific Blue |
| CD80 ^1^ | 2DF10 | Mouse IgG1, κ | Brilliant Violet 421 |
| CD115 ^1^ (CSF-1R) | 9-4D2-1E4 | Rat IgG1, κ | PE |
| CD137L ^1^ | 5F4 | Mouse IgG1, κ | PE |
| CD183 ^1^ (CXCR3) | G025H7 | Mouse IgG1, κ | Pacific Blue |
| CD206 ^1^ | 15-2 | Mouse IgG1, κ | PerCp-Cy5.5 |
| CD274 ^2^ (PD-L1) | MIH1 | Mouse IgG1, κ | PE-Cy7 |
| DC-SIGN ^1^ | 9E9A8 | Mouse IgG2a, κ | PerCp-Cy5.5 |
| HLA-DR ^3^ | MEM-12 | Mouse IgG1, κ | FITC |
| IDO ^4^ | 700838 | Mouse IgG1 | Alexa Fluor 488 |
| IFN-γ ^1^ | 4S.B3 | Mouse IgG1, κ | PE-Cy7 |
| M-CSF ^4^ | 26786 | Mouse IgG2a | APC |
| Ki67 ^1^ | Ki-67 | Mouse IgG1, κ | Brilliant Violet 421 |
| *anti-mouse*  CD3e ^1^  CD4 ^1^  CD8 ^2^ | 145-2C11  GK1.5  53-6.7 | Arm. Hamster IgG  Rat IgG2b, κ  Rat IgG2b, κ | Brilliant Violet 421  PerCp-Cy5.5  APC-Cy7 |
| CD11b ^1^ | M1/70 | Rat IgG2b, κ | APC |
| CD19 ^1^ | 6D5 | Rat IgG2a, κ | AF700 |
| CD25 ^1^ | 3C7 | Rat IgG2b, κ | FITC |
| CD45 ^1^  CD45R/B220 ^1^ | 30-F11  RA3-6B2 | Rat IgG2b, κ  Rat IgG2a, κ | APC, PerCP, PO  PerCP-Cy5.5 |
| CD49b ^1^ | HMa2 | Rat IgG2b, κ | PE |
| CD69 ^1^ | H1.2F3 | Arm. hamster IgG, λ3 | PE-Cy7 |
| CD86 ^1^ | PO3 | Rat IgG2b, κ | FITC |
| CD115 (CSF-1R) ^5^ | AFS98 | Rat IgG2b, κ | PE-eFluor610 |
| CD183 (CXCR3) ^1^ | CXCR3-173 | arm. Hamster IgG | Brilliant Violet 510 |
| CD206 ^1^ | C068C2 | Rat IgG2b, κ | FITC |
| CXCL9 ^1^ | MIG-2F5.5 | arm. hamster IgG, κ | PE |
| F4-80 ^1^ | BM8 | Rat IgG2a, κ | PE |
| I-A/I-E ^1^ | M5/14.1.5.2 | Rat IgG2b, κ | APC-Cy7 |
| Ly6c ^2^ | AL-21 | Rat IgM, κ | PerCP-Cy5.5 |
| Ly6g ^2^ | 1A8 | Rat IgG2a, κ | PE-Cy7 |
| PD-L1 ^1^ | 10F.9G2 | Rat IgG2b, κ | PE-Cy7 |
| PD-1 ^1^ | RMP1-30 | Rat IgG2b, κ | PE |
|  |  |  |  |
| Live/Dead markers ^6^ |  |  | Near Infra-red, Aqua, or Live/Dead fixable blue |
| Manufacturers: ^1^ Biolegend; ^2^ BD Biosciences;  ^3^ ImmunoTools; ^4^ R&D Systems; ^5^ eBioscience; ^6^Invitrogen | | | |
|  | | | |

| **Table S4.** 59 immune subsets monitored in TH-*MYCN* mice. | | | | |
| --- | --- | --- | --- | --- |
| Organ | T cells | | Myeloid cells | |
| Spleen | CD4 total  CD4+CD25+  CD4+CD69+ | CD8 total  CD8+CD25+  CD8+CD69+ | % in CD11b+ | % in F4/80 |
|  |  |  | Ly6G+  Ly6C+  MHCII (I-A/I-E)+  F4/80+  PD-L1+  PD-L1high  PD-L1medium  CD86+  PD-L1+CSF-1R+ | CD206+  CSF1R+  PD-L1+  PD-L1high  PD-L1medium  MHCII (I-A/I-E)+  CD86+  PD-L1+CSF-1R+ |
|  |  |  | % in CD45+ | Others |
|  |  |  | CD11b+Ly6G+  CD11b+Ly6C+  CD11b+F4/80+  CD11b+ total | CSF-1R+ in Ly6G+  CSF-1R+ in Ly6C+ |
| Tumors | CD4 total  CD4+CD25+  CD4+PD1+  CD4/CD8 ratio | CD8 total,  CD8+CD69+  CD8+PD1+ | Same as above | |

# Supplementary material for: Regulation of myeloid cells by activated T cells determines the efficacy of PD-1 blockade
**Source:** Oncoimmunology. 2016 Sep 9;5(12):e1232222. doi: 10.1080/2162402X.2016.1232222
**Supplement:** KONI_A_1232222_supplementary_data.zip

## Slide 1

Figure S1. Immune subsets important for anti-tumor activity of combination treatment.
A
B
PCA-X
(immune subsets, n=59)
Tumor-bearing
αPD-1
αPD-1+BLZ945
Circle: 95% CI
CD4 T cells
(spleen)
CD4 T cells
(tumor)
n. = naive
t.-b.= tumor-bearing
C
D
macrophages
F4/80+
grMDSC
Ly6g+Ly6clow
moMDSC
Ly6g-Ly6c+
spleen
macrophages
CD115+
moMDSC
CD115+
spleen
E
F
tumor
macrophages
F4/80+
grMDSC
Ly6g+Ly6clow
moMDSC
Ly6g-Ly6c+
tumor
macrophages
CD115+
moMDSC
CD115+

## Slide 2

Figure S2. Chemokine expression in immune cells and T-cell infiltration after CXCR3 blockade.
A
B
CD4 T cells
CD8a T cells
B cells
GD-2 synthase
CXCL9
C
tumor
CD8+
CD4+

## Slide 3

Figure S3. In vitro cultures displaying T-cell activation.
A
B
CD3+ T cells
CXCR3
CFSE
αCD3/CD28
Naive T cells
Mono-depleted
1.6%
PBMC
15.1%
SSC
FSC-H
C
D
E
Lymphocytes
MFI: 21.4
Normalized to Mode
Myeloid
MFI: 485
CSF-1R
Mono-depleted

## Slide 4

Figure S4. M-CSF is released by activated T cells.
No beads
1.45%
PBMC, gated on CD3+ T cells
M-CSF
Ki67
1 μl
40.6%
3 μl
56.1%
0.5 μl
26.2%
2 μl
46.4%
Anti-CD3/CD28 beads
A
B
M-CSF
CD3+ T cells
PBMC:alloMono
8:1
1.01%
6:1
1.54%
2:1
12.2%
4:1
3.89%
CXCR3
CFSE

## Slide 5

Figure S5. CSF-1R inhibition restores T cell functions diminshed by T-cell released M-CSF.
A
B
M-CSF (ng/ml)
T cell supernatants (%)
DMSO
BLZ945 (1 μM)
D
C
Human PBMC
(MLR day 6)
Lymphocytes
MFI: 181
Myeloid
MFI: 7479
Normalized to Mode
CD73
Lymphocytes
MFI: 230
Myeloid
MFI: 10179
Normalized to Mode
CD39

## Slide 6

Figure S6. Correlation of CD73 gene to myeloid cells and survival in human neuroblastoma.
A
B
Myeloid cells
TH-MYCN
mice
CD8 T cells
CD4 T cells
C
B cells
Tumor cells

How the deposited data were processed for this re-analysis (not part of the article)

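Gene expression was measured in 16 TH-*MYCN* tumors, 4 untreated and 4 each after BLZ945, after anti-PD-1/L1 antibodies and after their combination, on 1 array per tumor. The authors made the deposited log2 values with RMA in Affymetrix Expression Console before deposit, as the paper's methods state; by this procedure probe signals are corrected for background, quantile normalized between arrays and summarized to 1 log2 value per probe set. The methods do not spell out these steps. The values were used as deposited. Their array medians lay between 3.95 and 4.04, the arrays correlated with one another at 0.915 to 0.983 across probe sets, and the closest pair of arrays shared identical values at 1.62% of probe sets, so that all 16 were taken as separate. The number of arrays limits the precision. Doses and RNA amounts differ between the paper and the sample labels, and tumors were mapped by treatment.

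Probe sets with exactly 1 gene symbol in the platform annotation were kept, and for each symbol the probe set with the highest mean over the 16 arrays was used, which left 22180 genes. Of the probe sets with 1 symbol 23328 matched a reference gene by its Entrez number and 193 did not, and 0 symbols changed by the match. The 16010 probe sets that the annotation did not name and the 1814 with several symbols were left out. Genes without a named probe set are not reported here. Comparisons used limma 3.58.1 in R 4.3.3, with group means, 12 residual and 3.09 prior degrees of freedom, two-sided tests and a Benjamini-Hochberg adjusted p of 0.05 over all genes. The 6 comparisons were each treatment against untreated, the combination against each single treatment, and the interaction of both treatments. The dashed box of Fig. 2A was counted at an unadjusted p under 0.01 and a log2 change over 1. Gene lists were tested with limma's camera at the preset inter-gene correlation of 0.01 and with an estimated correlation, and with fry, with p adjusted over 34 lists. Single genes and list means were also compared by exact permutation of 70 regroupings of 4 against 4 tumors.

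Correlations across the 16 tumors were computed as Spearman's rho and Pearson's r with 100000 permutations for 22 of 25 pairs, and p was adjusted over the 22, where 25 had been planned. For rho within groups the values centred on group means were permuted over all 16 tumors. This allows neither for the group means nor for a spread that differs between groups, so such a p can be too small. Tumors counted as separate clusters where the largest gap between neighbouring values of the first gene, with at least 3 tumors on each side, took more than 1 part in 3 of its range, and the coefficient was then computed within each cluster of at least 6 tumors. This rule was written after values of several of these genes had been seen in the figures. Named genes follow a rule: every gene that the paper names for this experiment; the 15 genes with the largest difference between combination and untreated tumors among those past the adjusted threshold, filled up with genes at an unadjusted p under 0.01 whose groups do not overlap; the 5 genes with the smallest p in each other comparison; and the 3 genes with the smallest p in each list. No gene passed the adjusted threshold, so all 15 were filled up. The values of the genes of Fig. 2B had been seen in that figure. Xist, the Y-linked genes, Ucp1, Cidea, Lipg, Gm10335 and Snora41 were named after their values were seen.

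Alternatives were the methods' t-test, a fit of the 2 groups compared only, a replicate block, array weights, a variance prior with trend and robust, other scalings, minimum mean signals of 4 and 5, the mean of a gene's probe sets, every probe set, the Neuroblastic tumor cells list mean as a covariate, leaving out each tumor in turn, and, added after the data were seen, 3 further fits. Numbers were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. The test was checked on simulated data with genes drawn independently, where limma passed 100% of genes with a log2 change of 4, and the methods' t-test passed 35.8%, 82.1% and 97% of genes with log2 changes of 1, 2 and 4. The changed genes were drawn at random from all genes, so these shares do not carry over to genes with a larger spread. Of the unchanged genes 9 passed in limma.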

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

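The counts over other splits of the tumors were chosen before the results were seen; the tests with the Adipocytes list, the Neuroblastic tumor cells list, Xist, or the B and plasma cells list as a covariate were chosen after.

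In 18 of 92 groups of 4 tumors 1 tumor stood far from the other 3, where chance gives about 1 group in 20. Untreated tumor 3 had the highest list means of its group for T cells (5.54, others 3.60 to 3.83), B and plasma cells (5.94, others 3.89 to 4.11), dendritic cells (5.46, others 4.78 to 4.89) and lymph node stroma (6.82, others 4.83 to 5.07). BLZ945 tumor 4 was highest for dendritic cells (5.81, others 4.82 to 4.98), adrenal cortex (5.07, others 3.49 to 3.65) and skeletal muscle (3.83, others 3.77 to 3.78), BLZ945 tumor 3 for exocrine pancreas (9.55, others at 3.57) and BLZ945 tumor 1 for liver (8.55, others 3.62 to 4.03). Anti-PD-1/L1 tumor 4 was highest for neuroblastic tumor cells (9.05, others 8.57 to 8.65) and adrenal cortex (8.48, others 3.47 to 3.69), anti-PD-1/L1 tumor 3 was highest for kidney (4.31, others 2.95 to 3.12) and lowest for skeletal muscle (3.58, others 3.77 to 3.79), and anti-PD-1/L1 tumor 2 was lowest for intestine (3.16, others at 3.25). Combination tumor 4 was highest for neutrophils and granulocytic cells (3.82, others 3.46 to 3.52) and skeletal muscle (6.96, others 3.67 to 3.75), and untreated tumor 2 for exocrine pancreas (6.66, others 3.49 to 3.66). Cxcl9 was at 8.61 in combination tumor 2 and between 10.19 and 10.44 in the other combination tumors.

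By the interaction term in camera, 21 of 34 lists responded to BLZ945 differently with and without anti-PD-1/L1, 18 upward and 3 downward, among them T cells (1.17) and B and plasma cells (1.55), at 0.665 and 0.931 without combination tumor 4 and with T cells at 0.718 without untreated tumor 3. No list passed with an estimated correlation (lowest adjusted p = 0.537), and the count was 13 without untreated tumor 3 and 10 without combination tumor 4. Genes that the paper does not discuss stood above untreated tumors in combination tumors: the Adipocytes list by 2.52, the Adrenal cortex list by 2.66 (1.4 without combination tumor 4) and the B and plasma cells list by 1.29 (0.673 without it, and 0.854 without combination tumor 3). Xist lay between 10.11 and 10.74 in 11 tumors (1 untreated, 4 BLZ945, 2 anti-PD-1/L1 and 4 combination) and between 3.27 and 3.89 in the others, of which 4 had a mean of 3 Y-linked genes over 6 and 1 had neither.

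The 338 genes in the dashed box of the combination are weighed as the 27 genes of the interferon lists and the 305 genes in neither these nor the Adipocytes list. For a lower share of tumor cells the Neuroblastic tumor cells list mean was the covariate. With it the median log2 fold change of the 27 genes went from 2.04 to 1.92 (94.3% left, 23 genes still in the box). That of the 305 genes went from 1.51 to 1.40 (92.4% left, 217 genes still in the box). The list itself differed by only -0.171 between the groups, so this covariate could remove little. The values argue against a lower share of tumor cells as the whole cause only so far as the list measures that share. The sex of the mice nearly follows these groups, since Xist was high in 4 of 4 combination and 1 of 4 untreated tumors. With Xist as a covariate the medians were 1.28 (quartiles 1.13 and 1.92, 62.8% left) and 1.23 (quartiles 0.935 and 1.55, 81% left). Only 2 and 41 genes stayed in the box, as estimates fell and median standard errors went from 0.536 to 0.655 and from 0.445 to 0.554. Against BLZ945 tumors, where Xist was high in every tumor of both groups, the medians were 1.47 and 1.32. There 27 of 27 and 304 of 305 genes were above 0 (median standard errors 0.536 and 0.445). These genes had been chosen as high in the same combination tumors. The interferon-gamma list was not, and it stood 1.36 above BLZ945 tumors with all 31 genes above 0 (exact permutation p = 0.0571). It was between 4.18 and 4.82 in BLZ945 tumors 1 to 3 and 6.05 in BLZ945 tumor 4. In anti-PD-1/L1 tumor 4, where Xist was low, it was 6.03. For the interferon genes these values argue against sex as the whole cause, and a part for sex stays open. Fat tissue in the sampled pieces stays open: with the Adipocytes list mean as a covariate the medians were 0.849 (quartiles 0.629 and 1.08, 41.6% left, 0 genes in the box) and 0.533 (quartiles 0.296 and 0.756, 35.2% left, 1 gene in the box), between the marks of 25% and 50%, and this list follows the treatment, so that the covariate also removes what the treatment changes. An effect of the combination, the biological explanation that the design gives, cannot be told apart from fat tissue for either set of genes. Nor can it be told apart from sex for the 305 genes. Adipoq was at 8.00 in combination and 5.39 in untreated tumors, and no gene of the Adipocytes list is in another list. Outside the combination, the interferon-gamma list was at 6.05 in BLZ945 tumor 4 and 5.30 in anti-PD-1/L1 tumor 1, with Adipocytes means of 5.23 and 4.77, within the range of untreated tumors. Anti-PD-1/L1 tumors 2 and 4 and all combination tumors were above all untreated tumors in both lists.

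The T cells list was higher in combination tumors by 1.27 (standard error 0.631). With the B and plasma cells list mean as a covariate the difference was 0.311 (standard error 0.3), 24.6% of its value and just under the mark of 25%. Across the tumors the T cells list mean correlated with that of B and plasma cells at an r of 0.932 (0.912 within groups) and with that of lymph node stroma at 0.896 (0.871 within groups), and Ighm was at 9.53 in combination and 6.47 in untreated tumors. Lymph node tissue in some sampled pieces is a candidate explanation, and the B and plasma cells list that stood for it shares 1 gene with the lymph node stroma list. T and B cells that entered the tumors together, a biological explanation, were not tested and stay open. By flow cytometry the paper reports more T cells in tumors after BLZ945 with anti-PD-1 antibody. It also reports a trend to fewer of them with CXCR3 blockade. Those are protein measures on gated cells, and the list here is RNA of whole tumor pieces.

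For the genes in the dashed box that were higher in combination tumors, chance cannot be excluded: 2 of 35 splits of the same 8 tumors gave as many, with 338 in the real split and 555 in the highest other one (combination tumors 1, 3 and 4 with untreated tumor 3), which points to a structure of the samples. Chance cannot be excluded for the genes lower after BLZ945 (10 against 23 at the highest, 8 splits as large) and higher after anti-PD-1/L1 (18 against 94, 9 splits). In each comparison the highest other split and its count were the same for genes higher and lower, as a split has no treated side. The splits therefore cannot test the smaller count of each comparison, which was set against counts in either direction. These were the genes lower in combination tumors (11 against 555, 17 splits), higher after BLZ945 (2 against 23, 33 splits) and lower after anti-PD-1/L1 (9 against 94, 17 splits). Chance cannot be excluded for the lists higher or lower in combination tumors by camera (27 against 27) or by fry (8 against 15), each matched in 2 of 35 splits. The counts past an adjusted p of 0.05 in limma were 0 in all 6 comparisons, so that every one of the 35 splits (100 draws for the interaction) gave as many, and the highest other splits gave 1, 3, 0, 138, 5 and 1 for BLZ945, anti-PD-1/L1 and the combination against untreated tumors, the combination against BLZ945 and against anti-PD-1/L1, and the interaction. The split with 138 genes set combination tumors 1, 3 and 4 and BLZ945 tumor 4 apart, which also points to a structure of the samples.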

How the results depend on the processing

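The covariates of the Adipocytes list and of Xist and the fit without 2 doubted tumors (combination tumor 4 and BLZ945 tumor 4, with the lowest array weights, 0.238 and 0.358) were chosen after seeing the data, and the other alternatives before. Over 49 results 1102 alternative values were computed, of which 977 kept their direction and side of the threshold or stayed near their value, 92 moved, 14 became stronger, 7 weaker and 12 reversed. With a minimum mean signal fewer genes were tested, and with tumors left out fewer samples; otherwise the cause was not tested. Of 22180 genes 12948 have a mean log2 signal of 4 or more and 10605 of 5 or more, and no gene passed an adjusted p of 0.05 in limma at either minimum. Replicate numbers share only a number between groups: 6 of 24 pairs of tumors with the same number correlated over 0.1 after centring on group means, and 5 of 16 tumors correlated best with a tumor of their own number. With the replicate block 360 genes were higher in the dashed box of the combination, and no call past an adjusted p changed.

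By the methods' t-test the genes in the dashed box were 0 higher and 1 lower for BLZ945, 2 higher and 1 lower for anti-PD-1/L1, and 82 higher and 2 lower for the combination. With the replicate block 1 gene was higher for BLZ945, and with array weights 5 were higher for BLZ945 and 42 for anti-PD-1/L1. At a mean signal of 4 or more there were 1 higher and 4 lower for BLZ945, 4 lower for anti-PD-1/L1 and 5 lower for the combination. At 5 or more there were 1 higher and 2 lower for BLZ945, 8 higher and 1 lower for anti-PD-1/L1, and 198 higher and 4 lower for the combination, and the median SD within untreated tumors was 0.151 in place of 0.184. With every probe set tested there were 12 higher and 79 lower for BLZ945, 53 lower for anti-PD-1/L1 and 80 lower for the combination. With the tumor-marker covariate 1 gene was higher for BLZ945. With the 2 groups compared only there were 5 lower for BLZ945 and 6 lower for the combination, and 2 genes, Cxcl10 and Cxcl11, passed an adjusted p of 0.05 for the combination. Without the 2 doubted tumors there were 4 higher and 5 lower for BLZ945, 28 higher for anti-PD-1/L1, and 132 higher and 5 lower for the combination. With the Xist covariate there were 51 lower for BLZ945, 35 lower for anti-PD-1/L1, and 55 higher and 34 lower for the combination. With the Adipocytes covariate there were 27 lower for anti-PD-1/L1 and 8 higher and 22 lower for the combination, and the log2 fold changes of Cxcl9, Cxcl10 and Cxcl11 were 2.07, 0.85 and 1.09 and lost their unadjusted p under 0.05. This list follows the treatment, so its covariate also removes what the treatment changes.

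With 1 tumor left out at a time, the genes in the box ran from 0 to 4 higher and 4 to 49 lower for BLZ945, from 5 to 47 higher and 4 to 45 lower for anti-PD-1/L1, and from 102 to 665 higher and 7 to 28 lower for the combination. Without combination tumor 2 the genes past an adjusted p of 0.05 went from 0 to 2 for the combination against untreated tumors (Gm10335 and Lipg), against BLZ945 (Apol10b and Gm10335) and against anti-PD-1/L1 (Gm10335 and Snora41), and they stayed at 0 without any other tumor. Lists past an adjusted p of 0.05 in camera ran from 4 to 14 for BLZ945 (14 without untreated tumor 3) and from 10 to 28 for the interaction (10 without combination tumor 4). With an estimated correlation 0 lists passed in each of the 6 comparisons, and with fry 8 passed for the combination against untreated tumors and 0 in the other 5. Those 8 include the lists of Fig. 2B, which the study chose on these samples. At a mean signal of 4 or more 9 lists passed for anti-PD-1/L1, and with the tumor-marker covariate 11 passed for the interaction.

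Among the correlations, Pearson's r passed where rho did not for Nt5e with Itgam (0.681), Cd4 (0.605), Cd8a (0.564) and Csf1r (0.603) and for Csf1 with Cd4 (0.589). Within groups Nt5e with Itgam passed at 0.609, by a permutation p that can be too small since it does not allow for the group means. Csf1 no longer passed there with Entpd1 (0.541) or Cd8a (0.518; 0.560 without the 2 farthest tumors). With the untreated tumors left out, Cxcl10 with Itgam no longer passed (0.622), and Nt5e passed with Itgam (0.699) and Cd8a (0.657). Nt5e with Cd163 changed sign, from -0.018 to 0.438 with Pearson's r, 0.318 within groups, 0.129 as a partial correlation given the tumor-marker list and 0.175 with the untreated tumors left out. With 1 tumor left out at a time the ranges were 0.406 to 0.618 for Nt5e with Itgam, 0.304 to 0.618 for Nt5e with Cd8a, 0.286 to 0.564 for Csf1 with Cd4 and -0.237 to 0.0922 for Nt5e with Cd163, whose single values without 1 tumor include 0.0402, 0.0206, 0.0268, 0.0662, 0.026, 0.0188 and 0.0134.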

Differences from the paper's values

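For CXCL10 with CD11c the paper's coefficient is 0.945, and rho of Cxcl10 with Itgax was 0.806 over all 16 tumors (jackknife standard error 0.101), in which Cxcl10 falls into separate ranges. Of the alternatives set before the data were examined, the partial correlation given the tumor-marker list (0.853) and leaving out BLZ945 tumor 4 (0.875) came within that error, and the others did not, among them Pearson's r (0.834). For CXCL11 with CD11c the paper's coefficient is 0.903 in the text and about 0.93 in Fig. S2A, read by eye, and rho of Cxcl11 with Itgax was 0.777 (jackknife standard error 0.0812). Of those alternatives, Pearson's r (0.831) and centring on group means (0.865) came within that error and the others did not. For CXCL9 with CD8A the paper's coefficient is about 0.29 in Fig. S2B, read by eye, and rho of Cxcl9 with Cd8a was 0.673 (jackknife standard error 0.106). None of those alternatives came within that error; they ran from 0.624 with both genes centred on group means to 0.741 with the untreated tumors left out.

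The paper states that the genes higher after the combination were significantly so. No gene passed an adjusted p of 0.05 in limma (2908 at an unadjusted p under 0.05) or in the methods' t-test (2012), and 338 genes in limma and 82 in the methods' t-test reached the thresholds of the dashed box, which use an unadjusted p. The paper states that most of these genes are related to interferon. Of the 17 genes of Fig. 2B with a named probe set 13 are marked so. The interferon lists hold 64 measured genes and cannot test the statement over the 338 genes of the dashed box, of which 267 are in no list. The paper states that CXCL9 did not correlate with T cell markers. Cd4 did not pass (rho 0.388), and Cd8a did (rho 0.673, adjusted p = 0.0107). The paper states that M-CSF correlated strongly with T cell markers. Cd3e and Cd8a passed (rho 0.741 and 0.643), and Cd4 did not pass by rho (0.412) and did by r (0.589). By flow cytometry the paper reports that the combination lowered macrophages and MDSCs and their PD-L1 and CSF-1R. In RNA the macrophage and monocyte list, Cd274 and Csf1r were higher in combination than in untreated tumors. The measures are unlike, since one is protein on gated cells and the other RNA of whole tumor pieces. The treatments differ too, with anti-PD-1 antibody in the mice of the flow cytometry and anti-PD-1/L1 antibodies here.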

Other observations

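The tests on the printed coefficients below were chosen after the coefficients and values were seen. Against BLZ945 tumors the combination tumors were higher in the interferon-gamma list by 1.36, in the MHC class I list by 1.33 (14 of 16 genes adjusted over the list alone) and in the Adipocytes list by 2.56 (7 of 7 genes; camera adjusted p = 4.79e-17, 6.36e-12 and 4.02e-10; adjusted p = 0.215 each with an estimated correlation). Against anti-PD-1/L1 tumors these differences were 0.716, 0.927 and 1.76 (camera adjusted p = 2.52e-07, 4.07e-07 and 1.22e-06; adjusted p = 0.308, 0.302 and 0.302 with an estimated correlation), and the T cells and B and plasma cells lists were higher by 1.19 and 1.52 (camera adjusted p = 3.24e-09 and 2.01e-09; adjusted p = 0.302 for both with an estimated correlation). Without anti-PD-1/L1 tumor 3 the interferon-gamma and MHC class I differences from anti-PD-1/L1 tumors were 0.26 and 0.576, and without combination tumor 4 the interferon-gamma difference was 0.456 and those of T cells and B and plasma cells were 0.687 and 0.9. No gene passed an adjusted p of 0.05 in limma for either comparison (2451 and 1997 at an unadjusted p under 0.05) or in the methods' t-test (1340 and 948). The smallest p against BLZ945 tumors belonged to Zfp984 (1.09), Apol10b (1.40), Islr (1.68), Krt7 (-0.70) and Mme (2.96), a metalloprotease of lymphoid progenitors and stroma, against anti-PD-1/L1 tumors to Olfr344 (0.72), Kctd14 (0.63), 1700067P10Rik (-0.66), Tent5c (1.39) and Islr (1.55), and in the interaction to Olfr344 (0.95), Bdkrb2 (-0.91), Olfr959 (-0.93), Islr (1.89) and Ppp1r36 (-0.64), all of which missed the adjusted threshold. For the interaction no gene passed in limma either (lowest adjusted p = 0.888, 1015 at an unadjusted p under 0.05). Ucp1, the uncoupling protein of brown fat, was at 9.71 ± 1.28 (SD, n = 4) in combination and 6.83 ± 2.35 (SD, n = 4) in untreated tumors, and Cidea, also of brown fat, at 10.05 ± 0.56 and 9.32 ± 0.50. The Ucp1 difference of 2.89 was 1.73 without untreated tumor 2, and the Cidea difference of 0.727 was 0.462 without combination tumor 4.

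In combination against untreated tumors the chemokine receptor list averaged 0.48, the hypoxia list 0.358 and the immediate early list 0.246 (camera adjusted p = 0.0011, 0.00188 and 0.0259; adjusted p = 0.287, 0.287 and 0.422 with an estimated correlation), with Cxcr6, a receptor of tissue T cells, at 1.55, Bnip3 at 0.86 and Atf3 at 0.91. Without combination tumor 4 the chemokine receptor and immediate early differences were 0.245 and 0.104, and that of Cxcr6 was 0.858. Skeletal muscle genes averaged -1.57 (camera adjusted p = 0.0041; adjusted p = 0.376 with an estimated correlation), or -0.624 without untreated tumor 3. Lists of kidney (-0.0983), exocrine pancreas (-0.833), liver (mean 0.218, median -0.125) and intestine (-0.134) did not pass in camera (adjusted p = 0.711, 0.202, 0.711 and 0.225), the pancreas difference was -0.0614 without untreated tumor 2, the liver difference turned to -0.255 without combination tumor 4, and fry passed intestine as lower (adjusted p = 0.0125). Erythroid genes had 3 measured members and were not tested as a list. For the pairs that the paper's Table 1 gives in patients, the mouse tumors gave Entpd1 (CD39) with Csf1r a rho of 0.894 (permutation p = 2e-05, adjusted p = 0.000147) and an r of 0.93 (permutation p = 1e-05), with a rho of 0.855 without the 2 farthest tumors and 0.850 within groups. Nt5e with Csf1r had a rho of 0.478 (permutation p = 0.0624, adjusted p = 0.0915), Nt5e with Cd163 -0.018 (permutation p = 0.945) and Entpd1 with Cd163 0.184 (permutation p = 0.491). Of the 22 pairs 13 passed an adjusted p of 0.05 by rho and 18 by r.

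The legends name Spearman's test for the printed coefficients, and of 15 compared at their printed digits 10 equal Pearson's r and 0 equal Spearman's rho, so that Pearson's r is a candidate explanation for them. For CXCL10 and CXCL11 with CD11c, r of Cxcl9 with Cxcl10 (0.945) and with Cxcl11 (0.93) equal the coefficients printed in Fig. S2A, the second at 2 digits, and of 22180 genes 1 gene, Cxcl9, matches both, so that Cxcl9 may stand in place of CD11c there; both rho and r were computed for this pair. For CD8A, r with the Cd8a values set in the order of replicate and then group was 0.293 with Cxcl9 and 0.335 with Nt5e, which equal both printed coefficients, as 13 of 100000 random orders (0.013%) do, and another order of the tumors may explain them. This order was found by reading points off Fig. S2B and Fig. S6A by eye and was also tried on Cd4, Itgam and B4galnt1, and the coefficient printed for B4galnt1 matches in neither order. No biological explanation was tested for these coefficients.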
